# Transcriptome Profile of Near-Isogenic Soybean Lines for β-Conglycinin α-Subunit Deficiency during Seed Maturation

**DOI:** 10.1371/journal.pone.0159723

**Published:** 2016-08-17

**Authors:** Bo Song, Lixin An, Yanjing Han, Hongxiu Gao, Hongbo Ren, Xue Zhao, Xiaoshuang Wei, Hari B. Krishnan, Shanshan Liu

## Abstract

Crossing, backcrossing, and molecular marker-assisted background selection produced a soybean (*Glycine max*) near-isogenic line (*cgy-2-*NIL) containing the *cgy-2* allele, which is responsible for the absence of the allergenic α-subunit of β-conglycinin. To identify α-null-related transcriptional changes, the gene expressions of *cgy-2-*NIL and its recurrent parent DN47 were compared using Illumina high-throughput RNA-sequencing of samples at 25, 35, 50, and 55 days after flowering (DAF). Seeds at 18 DAF served as the control. Comparison of the transcript profiles identified 3,543 differentially expressed genes (DEGs) between the two genotypes, with 2,193 genes downregulated and 1,350 genes upregulated. The largest numbers of DEGs were identified at 55 DAF. The DEGs identified at 25 DAF represented a unique pattern of GO category distributions. KEGG pathway analyses identified 541 altered metabolic pathways in *cgy-2-*NIL. At 18DAF, 12 DEGs were involved in arginine and proline metabolism. The *cgy-2* allele in the homozygous form modified the expression of several Cupin allergen genes. The *cgy-2* allele is an alteration of a functional allele that is closely related to soybean protein amino acid quality, and is useful for hypoallergenic soybean breeding programs that aim to improve seed protein quality.

## Introduction

Soy-seed-derived products and their nutritional quality are affected by the subunit composition of seed storage proteins [1–4]. Glycinin (11S globulin) and β-conglycinin (7S) are the two main proteins in soybean seeds, accounting for ~70% of total seed proteins. By manipulating the identified variant alleles of glycinin and β-conglycinin, it is possible to breed soybean varieties with modified protein compositions, ranging from extremely high to extremely low 11S:7S ratios, which have led to improved nutritional values and food-processing properties [1,5–6]. In the past three decades, efforts to develop 7S-low-type soybean lines have led to the availability of various 7S or 11S globulin protein subunit null varieties among soybean germplasms [1,7–12]. Despite the deficiency of 7S and 11S major protein subunits, the nitrogen content of the mutant dry seeds is similar to (or higher than) wild-type cultivars, and most mutants grow and reproduce normally [2]. Specifically, β-conglycinin allergen-subunit-deficiency mutants have high nutritional value and low allergenic risk [1,5–6,13–14].

β-Conglycinin is the major seed protein of soybean (*Glycine max* (L.) Merr.), and comprises three subunits: α′ (76 kDa), α (72 kDa), and β (52 kDa) in varying proportion [15]. β-Conglycinin contains lower amounts of sulfur-containing amino acids and has a reduced gel-forming ability than glycinin [16]. Specifically, the α and α′-subunits of β-conglycinin negatively influence the nutrition of seed proteins and the gelation of tofu [1,5,12,17]. In addition, the three subunits are major allergens [5,17–20]. Genetic studies demonstrated that the absence of the α-subunit is controlled by a single recessive α-null allele, *cgy-2* [21–23]. Gene symbols *Cgy2*/*cgy2* were proposed for the genes that confer the presence or absence of the α-subunit of soybean β-conglycinin [21–22]. To date, the genetic effect of the α-null mutation and the molecular mechanism of *cgy-2* allele variation remain unclear.

The transcriptome corresponding to most of the protein coding genes is a small but important representation of the genome. Recently, RNA sequencing (RNA-seq) technologies have been developed that offer an opportunity to deliver fast, cost-effective, and accurate means to analyze the transcriptome in non-model organisms. With advances in RNA-seq, a large number of molecular markers and transcripts involved in specific biological processes could be identified. In soybean, transcriptome analyses of gene expression profiles during soybean seed development have been conducted mainly using microarray analysis and RNA-seq technology [24–27]. By utilizing DNA microarray analysis, Narikawa et al. [24] verified the changes in seed metabolism in the glycinin-null cultivar Tousan 205. Tousan 205 exhibited higher expression levels of stress-related genes, such as ascorbate peroxidase, than its parent cultivar ‘Tamahomare’. Their results suggested that the deficiency of glycinin caused an expression change of stress-related genes.

In contrast to the *Cgy-2* allele (conferring α-normal), information on the *cgy-2* allele (conferring α-null) is limited. In the present study, we have examined the effect of *cgy-2* allele on the amino acid composition and gene expression. The information generated from this study will be valuable to soybean breeders involved in the modification of soybean seed protein composition.

## Materials and Methods

### Plant materials

Near-isogenic line (NIL) *cgy-2-*NIL, carrying the *cyg-2* allele (conferring α-null) (Fig 1), used for this study were derived from an α-subunit-null population, which has previously been used by our group to develop α-subunit-null improved lines with a Chinese soybean genetic background [12].

**Fig 1:**
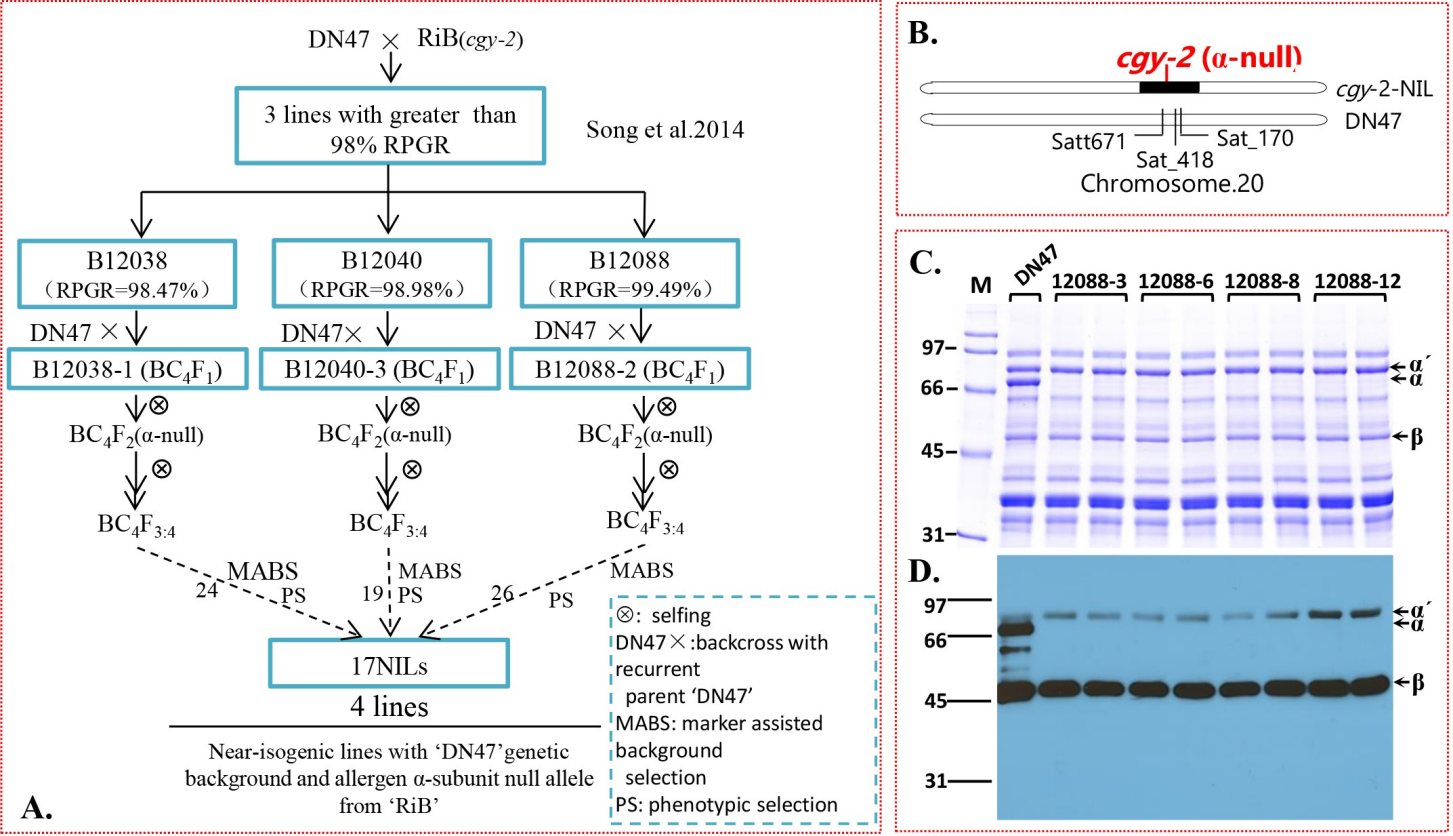
(A) Breeding process of the ‘*cgy-2-*NIL’. RPGR = recurrent parent genome recovery. Discontinuous lines link the last generation where the definitive near isogenic lines (NILs) were selected. Numbers alongside discontinuous lines show how many lines were obtained in each candidate line. (B) Graphical genotype for chromosome 20 in ‘*cgy-2-*NIL’ with the ‘DN47’ genetic background. (C) SDS-PAGE analysis of mature seed proteins of DN47 and four *cgy-2-*NIL lines: B-12088-3, B-12088-6, B-12088-8, and B-12088-12. (D) Immunoblot analysis of the seed extracts shown in (C) using antibodies specific for β-conglycinin subunits. The sizes of the protein markers (M) in kilodaltons are shown on the left of the image in (C). The arrows point to the α′, α, and β-subunits of β-conglycinin in Fig (C) and (D).

About 45 days after sowing, fully expanded flowers were marked individually with a tag at the 4^th^, 5^th^, 6^th^, or 7^th^ nodes on *cgy-2*-NIL and DN47 (Fig 2A). Pod samples were collected during seed development at 15, 18, 20, 25, 30, 35, 40, 45, 50, 55, and 60 days after flowering (DAF, Fig 2B) during the summer of 2014. All seed samples (BC_4_F_5_) (combined cotyledon and seed coat) of a given age were pooled and stored at −80°C for future use (Fig 2C). Unusual-sized seeds were excluded from the soybean samples. Based on the assessment of the different expressions of the α-subunit gene between the *cgy-2-*NIL and DN47 by quantitative real-time reverse transcription PCR (qRT-PCR) (Fig 2D), five stages of soybean seeds collected at 18, 25, 35, 50, and 55 DAF were finally selected for RNA-seq analysis.

**Fig 2:**
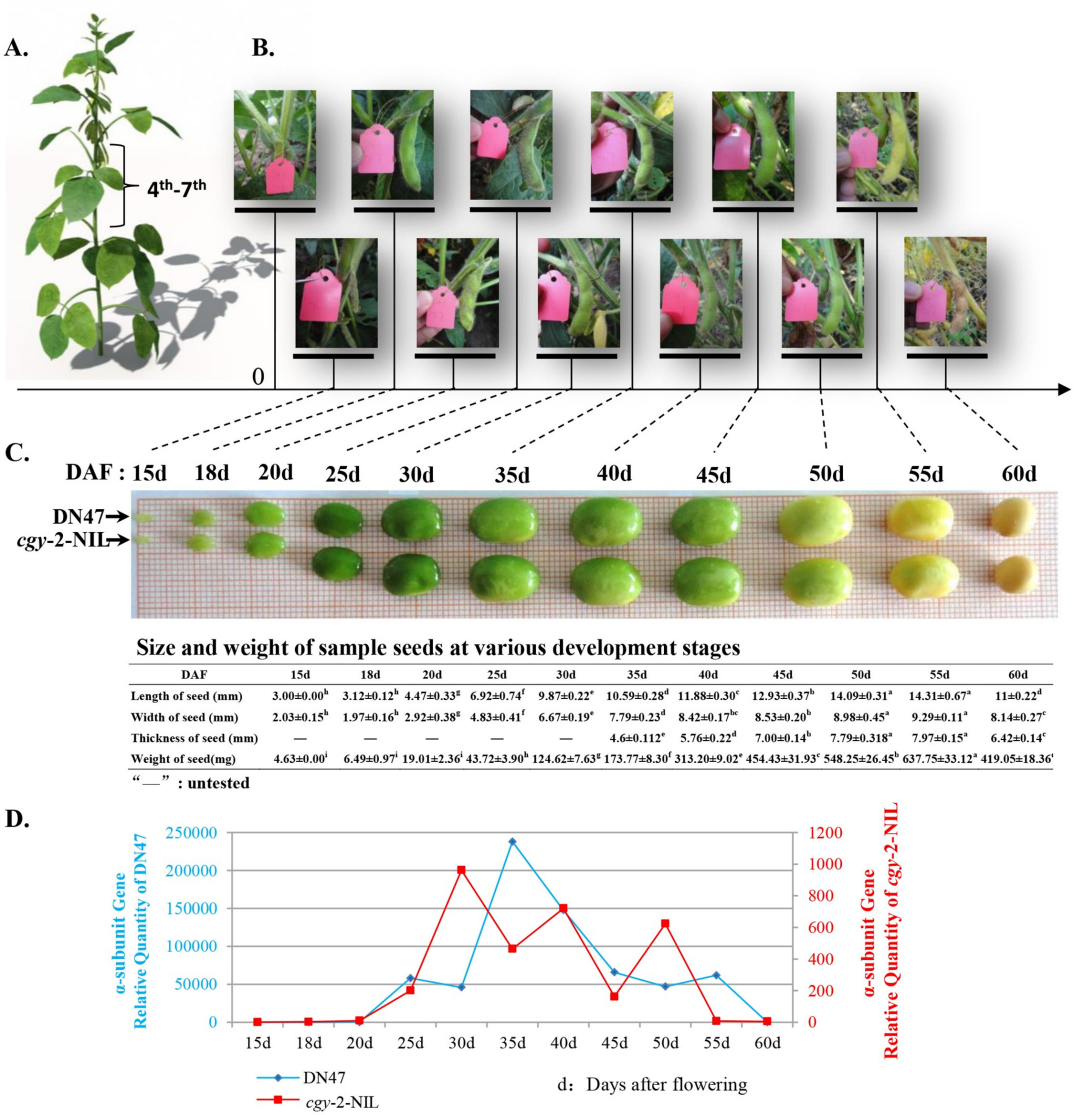
(A) Fully expanded flowers were marked individually with a tag at the 4^th^, 5^th^, 6^th^, or 7^th^ nodes on *cgy-2*-NIL and DN47. (B) Pod samples were collected during seed development at 15, 18, 20, 25, 30, 35, 40, 45, 50, 55, and 60 days after flowering (DAF). (C) Developmental changes in morphology, size, and weight of sampled seeds in *cgy-2*-NIL and DN47. (D) Comparison of transcript levels of the α-subunit gene between *cgy-2*-NIL and DN47. Differential expression of more than 50-fold was identified during the 25–55 days after flowering (DAF) development stages. Five stages of soybean seeds collected at 18, 25, 35, 50, and 55 DAF were finally selected to subjected to RNA-seq.

### SDS-PAGE and immunoblot analysis

Sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblot analysis were performed as described earlier [20, 28]. Briefly, total seed proteins (25 μg) from DN47 and *cgy-2*-NIL lines were resolved on 10% polyacrylamide gels. Separated proteins were visualized by staining with Coomassie brilliant blue or electrophoretically transferred to a nitrocellulose membrane and incubated with polyclonal antibodies raised against the α-subunit of β-conglycinin. Immunoreactive proteins were detected using an anti-rabbit IgG-horseradish peroxidase conjugate followed by chemiluminescent detection.

### Determination of seed protein content and amino acid analysis of ‘*cgy-2*-NILs’

Dry seeds of DN47 and *cgy-2*-NIL were harvested at maturity in 2014 and stored at room temperature. Ten plants of each *cgy-2-*NIL and DN47 were examined. Total seed nitrogen was measured using the Micro-Kjeldahl method (Foss, 2300 Kjeltec Analyzer Unit). The crude protein content was determined by calculating the nitrogen content and then multiplying the result by a conversion factor of 6.25.

Total amino acids (AAs) were obtained from hydrolysis of seed meal in 6 M HCl for 22 h in sealed evacuated tubes at a constant boiling temperature of 110°C. An amino acid analyzer (Hitachi L-8800; Hitachi, Tokyo, Japan) was used to determine the AA composition of the hydrolysates.

Free AAs were extracted from 5.00 g of seed meal. Seed meal (seeds were sampled using a sample quartiles method, fully dried with mill grinding through a 0.25-mm sieve, and thoroughly mixed) was finely homogenized in 30 mL of sulfosalicylic acid (10 g per 100 mL) and disrupted ultrasonically for 30 min. The supernatant was centrifuged at 5000 × *g* for 5 min. The resultant supernatant was filtered through a 22-μm GD/X sterile disposable syringe filter. A Hitachi L-8800 amino acid analyzer was then used to analyze the filtrate.

The amino acid quality was compared between *cgy-2-*NIL and DN47 using a scoring method. The amino acid score (AAS) was calculated according to the scoring pattern suggested by the Food and Agriculture Organization and World Health Organization (FAO/WHO) [29]. Concentration was expressed as grams of amino acid/16 gN in the test protein divided by grams of amino acid/16 gN in the scoring pattern. Each data set and reference patterns were also used to calculate EAAI (essential amino acid index) [30, 31]. The EAAI is the geometric mean of the individual amino acid scores and is equal to the antilogarithm of the individual scores. The AAS was calculated using the following formula:

$$\mathrm{Amino acid score}=\frac{\mathrm{mg of amino acid in}\;1\;\mathrm{g of test protein}}{\mathrm{mg of amino acid in}\;1\;\mathrm{g reference pattern}}\times 100$$

The EAAI values were assigned a maximum of 1.00 and a minimum of 0.01. Feedstuffs are rated as good-quality protein sources when the EAAI is ≥ 0.90, adequate when approximately 0.80, and inadequate below 0.70 [32].

### RNA isolation, cDNA library construction, and Illumina deep sequencing

Seed samples harvested at five growth stages corresponding to 18, 25, 35, 50, and 55 DAF from DN47 and *cgy-2*-NIL in the summer of 2014 were used for RNA-seq analysis. Two individual biological replicates were tested for the five developmental stages, resulting in 20 samples. In order to minimize biological variation, RNA from separate biological samples was used for the two biological replicates per stage, the values of correlation coefficient (R^2^ value) of all DEGs for each 2 biological replicates ranged from 0.961 to 0.992. 

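Across genes, the squared Pearson correlation of log2(RPKM + 1) between the 2 libraries of a group was lowest for cgy-2-NIL at 50 DAF (0.961) and highest for DN47 at 18 DAF (0.992). Genes are not independent replicates, so this correlation describes the libraries and is not a test. On the untransformed RPKM scale the lowest value was 0.908, in cgy-2-NIL at 25 DAF. A chi-square statistic comparing the counts of the 2 libraries, per degree of freedom, lay between 3.6 and 58.8 in the 10 groups. All pairs differed by more than the counting noise, as repeated preparations of 1 sample also would, so the paper's description of biological replicates was taken as given.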

All of the samples were stored in liquid nitrogen immediately after collection in the field and then transported to a −80°C freezer in our laboratory at the Northeast Agriculture University soybean research center.

Total RNA was extracted from each sample using the improved cetyl trimethylammonium bromide method [33]. RNA degradation and contamination was monitored on 1% agarose gels. A NanoPhotometer spectrophotometer (Implen, CA, USA) was used to check the RNA purity. A Qubit RNA Assay Kit in a Qubit 2.0 Fluorometer (Life Technologies, CA, USA) was used to measure the RNA concentration and an RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA) was utilized to assess the RNA integrity. All RNA samples had RNA integrity number (RIN) values above 6.5.

mRNA was extracted using Dynabeads oligo (dT) (Dynal; Invitrogen). Double-stranded cDNAs were synthesized using reverse transcriptase (Superscript II; Invitrogen) and random hexamer primers. To select preferentially cDNA fragments of 200 bp in length, the library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, CA, USA). DNA fragments with ligated adaptor molecules on both ends were enriched selectively using the Illumina PCR Primer Cocktail in a 10-cycle PCR reaction. Products were purified using the AMPure XP system and quantified using the Agilent high-sensitivity DNA assay on the Agilent Bioanalyzer 2100 system. cDNA Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), and then diluted to 1 ng/μl before checking insert size on an Agilent 2100 and quantifying to greater accuracy by quantitative PCR (Q-PCR) (library activity >2 nM).The library preparations were sequenced on an Illumina Hiseq 2000 platform and 100-bp paired-end reads were generated. Illumina sequencing was performed by Novogene Bioinformatics Technology Co., Ltd., Beijing, China (www.novogene.cn).

### Bioinformatic analysis of differentially expressed genes (DEGs)

To obtain high-quality clean reads, raw data (raw reads) in fastq format were first processed using in-house Perl scripts. The calculation of Q20, Q30, GC-content, and all the downstream analyses were based on the high-quality clean data. The reference genome (ftp://ftp.ensemblgenomes.org/pub/release-23/plants/fasta/glycine_max/) and gene model annotation files were downloaded from the genome website directly. We used HTSeq v 0.6.1 (www-huber.embl.de/users/anders/HTSeq/) to count the read numbers mapped to each gene. 

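The count table lists 57274 genes, 3100 of which are gene models without a GLYMA identifier, such as Novel00599. Each RPKM value in the authors' second table equals the count divided by 1 length per gene and by the total count of the library. The largest relative deviation from this relation was 7.27e-15, over the 612587 values with at least 20 counts. The RPKM values therefore carry no scaling between libraries beyond the total count. The strand setting of the counting is not stated in the paper's text. Reads shared by near-identical genes can be left out or divided by such counting.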

Data were then provided in reads per kilobase per million reads (RPKMs) [34]. Differential expression analysis was performed using the DESeqR package (1.10.1) [35]. P-values were adjusted using the Benjamini and Hochberg approach; with a P-value < 0.05 being used as the threshold for significant differential expression. Gene Ontology (GO) (http://www.geneontology.org/) analysis was performed by the GOseq R package [36], and GO terms with corrected P-values < 0.05 were considered significantly enriched for the DEGs. We used KOBAS software (KOBAS, Surrey, UK) to test the statistical enrichment of DEGs in KEGG pathways (http://www.kegg.jp/kegg/pathway.html). Datasets were deposited in the GEO (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qpwjwcsqjhahzed&acc=GSE79327) with accession number GSE79327.

### qRT-PCR confirmation of the Illumina sequencing data

RNA-seq data were further validated using qRT-PCR for six selected genes, using gene-specific primer sets (Fig 3A). Primer pairs were designed using the Primer 5 software. Actin was amplified along with the target gene as an endogenous control to normalize expression between different samples. qRT-PCR was performed using a real-time RT-PCR kit (Takara, Japan), on a CFX96 Real-Time System (BioRad, USA). The delta-delta-cycle threshold (Ct) method was used to calculate the relative expression of each mRNA [37].

**Fig 3:**
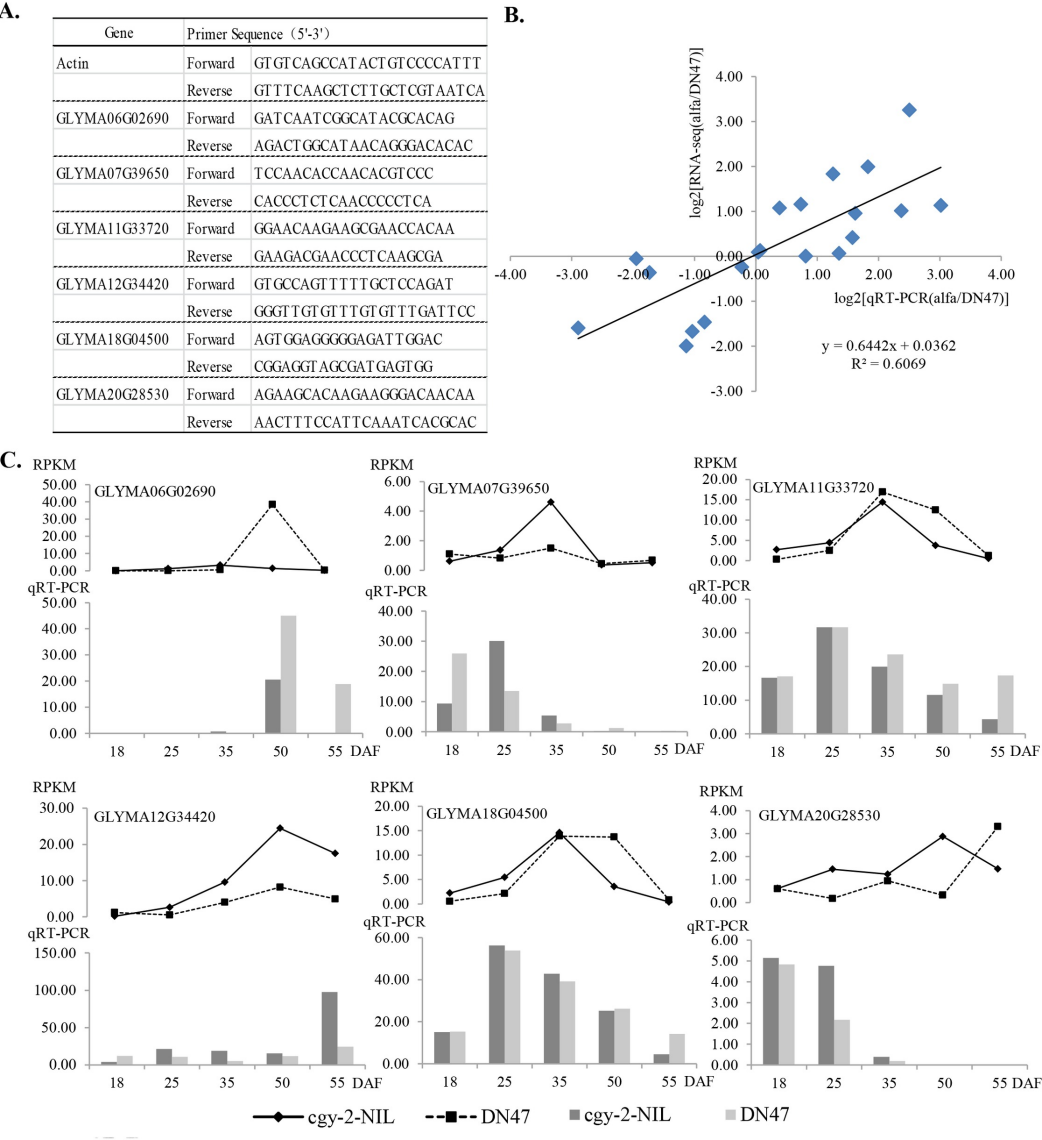
(A) Primer sequences used in quantitative real-time reverse transcription PCR (qRT-PCR) analysis for validation of the expressed genes in Illumina sequencing. (B) Comparison between the gene expression ratios obtained from RNA-seq data and that from qRT-PCR. The RNA-seq log2 value of the expression ratio (y-axis) was plotted against the developmental stages (x-axis). (C) qRT-PCR analysis of differentially expressed genes between *cgy-2*-NIL and DN47. The transcript abundance from the RNA-seq data is shown at the top of the panel for each gene. RPKM: reads per kilobase per million reads. DAF = days after flowering.

## Results

### Phenotype screening for α-subunit nulls using SDS-PAGE and immunoblot analysis

The *cgy-2-*NILs were derived as outlined in Fig 1A. In the BC_3_F_2_ population [12], three individuals, B12038, B12040, and B12088, with recurrent parent genome recoveries of 98.47%, 98.98%, and 99.49%, respectively, were selected as α-null donor parents. BC_4_F_2_ progeny derived from these selected BC_3_F_2_ parents with the homozygous *cgy-2* gene, were selfed to obtain 69 BC_4_F_3:4_ individuals, which were designated as *pre-ILs*, including three sets: 24 lines for B12038, 19 lines for B12040, and 26 lines for B12088 (Fig 1A). These *pre-ILs* were genotyped again using polymorphic molecular markers for verification. Uniformity regarding plant type was also examined within each line. Seventeen lines containing only a single introgression in chromosome 20 containing the *cgy-2* gene in B12088 progeny were obtained (Fig 1B). Combined with stringent phenotypic selection, a final collection of four ideal NILs was obtained, with each NIL containing the *cgy-2* allele (hereafter named ‘*cgy-2-*NIL’) (Fig 1A). BC_4_F_5_ seeds obtained in 2014 from the above experiments were used for all subsequent experiments in this study. The recurrent parent DongNong 47 (DN47), containing all storage protein subunits, was used as the control (Fig 1C, lane 1). *cgy-2-*NIL only differed from the DN47 control by its introgressed donor DNA fragment containing the *cgy-2* gene (Fig 1B). Therefore, any observable phenotypic differences are expected to be a result of the *cgy-2* gene.

The absence α-subunit of β-conglycinin in the developed *cgy-2-*NIL was verified by SDS-PAGE (Fig 1C) and immunoblot analysis (Fig 1D). An examination of the total seed protein profile of DN47 revealed the presence of all three subunits of β-conglycinin (Fig 1C). In contrast, the *cgy-2*-NILs (12088–3, 12088–6, 12088–8, and 12088–12) failed to accumulate the 72-kDa α subunit of β-conglycinin (Fig 1C). This observation was further confirmed by western blot analysis (Fig 1D). β-conglycinin-specific antibodies recognized all the three subunits of β-conglycinin from DN47, while the *cgy-2*-NILs showed no reactivity against the 72-kDa α subunit of β-conglycinin. This observation confirms that the α subunit of β-conglycinin is absent in the *cgy-2*-NILs.

### Effect of allelic variation of the α-subunit locus on soybean amino acid composition

To understand the effect of allergen-α-subunit-deficiency on soybean amino acids (AAs) composition, the AA content and nutritional quality were investigated. The crude protein content, AA concentration, and free amino acids (FAA) concentrations of the homozygous *cgy-2*-NIL and the recurrent parent DN47 were compared. In *cgy-2-*NIL compared with DN47, there was a 4.11%, 4.16%, 5.20%, and 11.96% increase in crude protein content, total AA content, total essential amino acid (TEAA) content, and sulfur-containing (Met and Cys) content, respectively (Table 1). The concentration of Thr, Val, Met, and Ile increased significantly in *cgy-2-*NIL, resulting in a significant increase in TEAA content. The sulfur-containing (Met and Cys) AA concentration increased significantly in *cgy-2-*NIL. The total AA concentration also increased in *cgy-2-*NIL because of the general increase in constituent content of most AAs (Table 1).

**Table 1:** Comparison of amino acid and free amino acid contents of mature seeds between ‘DN47’ and its near-isogenic line,‘*cgy-2* NIL’.

	A.A.		F.A.A.	
	D47 (%)	NIL (%)	D47 (mg/g)	NIL (mg/g)
Essential amino acids				
Thr	1.38 ± 0.09	1.54 ± 0.03*	0.2127 ± 0.0115	0.2783 ± 0.0084*
Val	1.48 ± 0.04	1.55 ± 0.02*	0.1007 ± 0.0167	0.1043 ± 0.0032
Met	0.40 ± 0.06	0.52 ± 0.01*	0.0660 ± 0.0035	0.0840 ± 0.0010*
Ile	1.48 ± 0.06	1.58 ± 0.02*	0.0720 ± 0.0069	0.0707 ± 0.0029
Leu	2.71 ± 0.05	2.80 ± 0.04	0.1133 ± 0.0098	0.1510 ± 0.0046*
Phe	1.80 ± 0.04	1.79 ± 0.03	0.1480 ± 0.0017	0.1677 ± 0.0025*
Lys	2.29 ± 0.03	2.36 ± 0.04	0.2287 ± 0.0271	0.2537 ± 0.0012
T.E.A.A.	11.53 ± 0.24	12.13 ± 0.16*	0.9413 ± 0.0577	1.1097 ± 0.0015*
Non-essential amino acids				
Asp	3.85 ± 0.12	4.06 ± 0.04*	0.7033 ± 0.0046	0.6263 ± 0.0381*
Ser	1.81 ± 0.06	1.90 ± 0.02	0.0825 ± 0.0009	0.1133 ± 0.0068*
Glu	5.93 ± 0.13	5.87 ± 0.04	0.5113 ± 0.0144	0.5020 ± 0.0156
Gly	1.45 ± 0.02	1.53 ± 0.03*	0.0633 ± 0.0058	0.0913 ± 0.0006*
Ala	1.47 ± 0.03	1.58 ± 0.02*	0.0940 ± 0.0052	0.1663 ± 0.0045*
Cys	0.52 ± 0.01	0.51 ± 0.01	0.1873 ± 0.0023	0.1797 ± 0.0075
Tyr	1.14 ± 0.03	1.19 ± 0.03	0.0873 ± 0.0023	0.1220 ± 0.0070*
His	0.89 ± 0.02	0.99 ± 0.01*	0.1367 ± 0.0289	0.2873 ± 0.0452*
Arg	2.36 ± 0.08	2.58 ± 0.02*	0.7547 ± 0.0214	1.9817 ± 0.3537*
Pro	1.77 ± 0.07	1.75 ± 0.02	0.1450 ± 0.0364	0.2043 ± 0.0015*
T.A.A	32.72 ± 0.41	34.08 ± 0.37*	3.7128 ± 0.0673	5.3837 ± 0.4481*
T.S.A.A.	0.92 ± 0.05	1.03 ± 0.01*	0.2533 ± 0.0058	0.2637 ± 0.0065
Protein	37.96 ± 0.39	39.52 ± 0.28*		

Data are means ± SD for seeds from at least three plants. Asterisks indicate statistically significant differences (*P < 0.05) between ‘DN47’ and ‘NIL-DN47-Δα’. Each amino acid is expressed using its three-letter abbreviation.

A.A.: amino acid; FAA: free amino acid; NIL: near-isogenic line’; T.A.A.: total amino acids; T.S.A.A: total sulfur-containing amino acids (Met+Cys).

The increased content of FAAs in *cgy-2-*NIL was most pronounced for Arg, which increased by more than two-fold compared with DN47 (Table 1). In *cgy-2-*NIL, Arg comprised 36.81% of FAAs, with Asp and Glu providing a further 11.63% and 9.32%, respectively; the remaining 42.24% comprised various other FAAs. His concentration also increased by two-fold in *cgy-2-*NIL; however, its content was much lower than Arg. The general and significant increase in the constituent content of most FAAs resulted in a significant increase in the total essential FAA and total FAA contents (Table 1).

The amino acid score was calculated according to the scoring pattern suggested by the FAO/WHO [29]. Both the total EAA content and the EAAI of *cgy-2-*NIL were higher than that of DN47 (Table 2). Our results suggested that the null allele of α-subunit positively affected the AA scores.

**Table 2:** Amino acid (A.A.) profile of mature seeds in ‘DN47’ and its near-isogenic line, ‘*cgy-2* NIL’.

A.A.	FAOmg/gPro.	D47		NIL (α-null)	
		mg/gPro.	A.A. Sco. (%)	mg/gPro.	A.A.Sco. (%)
Essential amino acids					
Thr	40	36.27	90.67	38.88	97.21
Val	50	38.90	77.80	39.30	78.61
Met+Cys	35	24.15	68.99	25.98	74.22
Ile	40	38.90	97.25	39.98	99.95
Leu	70	71.39	101.99	70.85	101.21
Phe+Tyr	60	77.45	129.08	75.40	125.67
Lys	55	60.33	109.68	59.63	108.42
Trp	10	-Not determined-			
TEAA	360	347.38		350.03	
EAAI(%)	100	79.25		82.16	
Non-essential amino acids					
Asp		101.42		102.73	
Ser		47.68		48.08	
Glu		156.13		148.45	
Gly		38.29		38.63	
Ala		38.64		39.90	
His		23.53		25.13	
Arg		62.08		65.20	
Pro		46.72		44.28	
TAA		861.87		862.43	

Data are expressed as means of triplicate experiments. Each amino acid is expressed using the three-letter code. A.A.: amino acid; Pro.: protein; A.A. Sco.: amino acid score; TEAA: total essential amino acids; EAAI: essential amino acid index; NIL: near-isogenic line *cgy*-2-NIL; TAA: total amino acids.

### DEGs between ‘*cgy-2-*NIL’ and ‘DN47’

One of the primary goals of transcriptome sequencing is to compare the gene expression levels in two genotypes. 

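The comparison rests on RNA-seq of whole seeds of 2 near-isogenic soybean lines, cgy-2-NIL, which lacks the α-subunit of β-conglycinin, and DN47. Each line was sampled at 5 stages (18, 25, 35, 50, and 55 DAF) with 2 biological replicates, which gives 20 libraries in 10 groups. The authors counted reads per gene with HTSeq, without normalization between libraries. The total count per library ranged from 20981632 to 30555808 in cgy-2-NIL (median 24549936) and from 18492047 to 24916180 in DN47 (median 21136182).
A few genes took a large share of the counts at some stages. The 10 most abundant genes held 3.41% of the counts in the library with the lowest share (cgy-2-NIL at 25 DAF, replicate 2) and 38.7% in the library with the highest (DN47 at 50 DAF, replicate 1). The counts were therefore scaled by the TMM method of edgeR, whose factors ranged from 0.613 to 1.58. The 40721 genes kept by edgeR's filter for expressed genes were fitted over all libraries, with 1 mean for each group. The genotypes were then compared at each stage by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All log2 fold changes are cgy-2-NIL minus DN47, so a negative value is lower expression in cgy-2-NIL. With 2 libraries per group, the fit has 10 residual degrees of freedom, and its spread is shared by the stages. A gene with at most 3 counts in every library of a group was treated as being at the detection floor, and its fold change is given as a lower bound.
The counts of the α-subunit gene GLYMA20G28660 matched the genotype of every library from 25 DAF on. In cgy-2-NIL, replicates 1 and 2 had 1 and 2 counts at 25 DAF, 5 and 8 at 35 DAF, 3 and 5 at 50 DAF, and 0 and 0 at 55 DAF. In DN47 they had 682 and 719 counts at 25 DAF, 3825 and 3705 at 35 DAF, 1459 and 1204 at 50 DAF, and 65 and 39 at 55 DAF. At 18 DAF no read was counted on this gene in any of the 4 libraries, so the labels of that stage cannot be checked by it.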

A P-value < 0.05 and log2 (fold change) > 2 were used as the thresholds to judge the significant differences (enriched or depleted) in the gene expression profiles between *cgy-2-*NIL and DN47 at the same stage. 

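At an adjusted p of 0.05 without a fold-change minimum, 483 genes differed at 18 DAF, 3286 at 25 DAF, 5985 at 35 DAF, 6695 at 50 DAF, and 18791 at 55 DAF. At 50 DAF the count was 333 when only the 4 libraries of the stage were fitted, the largest change in ratio among the alternatives that kept this threshold. With that fit 4741 genes differed at 18 DAF, 3794 at 25 DAF, 6757 at 35 DAF, and 15755 at 55 DAF. The steady rise of the count from 18 to 50 DAF therefore depended on fitting all libraries together.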

Using these criteria, 20,295 DEGs were identified, which could be subdivided into 174, 151, 123, 158, and 2837 genes that varied in abundance at 18, 25, 35, 50, and 55 DAF, respectively (Fig 4). 

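With an adjusted p under 0.05 and an absolute log2 fold change above 2, 118 genes differed at 18 DAF, 268 at 25 DAF, 397 at 35 DAF, 722 at 50 DAF, and 3944 at 55 DAF. A requirement of at least 10 counts in every library left 21 genes at 25 DAF and 103 at 50 DAF, and a fit on only the 4 libraries of the stage gave 98 at 50 DAF.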

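Summed over the 5 stages at an absolute log2 fold change above 2, 2062 differences between the lines were higher in cgy-2-NIL and 3387 were lower. Without 55 DAF the order was the opposite, with 924 higher and 581 lower. A gene counts once for each stage at which it was called.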

In general, throughout the five seed development stages, the total number of upregulated genes was less than the number of downregulated genes (Fig 4). Surprisingly, the maximum number of DEGs between *cgy-2-*NIL and DN47 was observed at 55 DAF. Furthermore, different from the other three stages (18, 50, and 55 DAF), there were more upregulated DEGs than downregulated DEGs at 25 and 35 DAF.

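The count at 55 DAF was above that of every other stage under each alternative fitted to all 5 stages. Across the other normalizations, tests and filters it lay between 1071 and 4129 genes with an absolute log2 fold change above 2. The mean total at 55 DAF was 23756768 counts in cgy-2-NIL and 20837910 in DN47, against 30502454 and 24903042 at 18 DAF. The paper sets this maximum beside an earlier report in which many genes reached their peak late in seed maturation.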

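Of the genes with an absolute log2 fold change above 2, the numbers higher and lower in cgy-2-NIL were 10 and 108 at 18 DAF, 193 and 75 at 25 DAF, 333 and 64 at 35 DAF, 388 and 334 at 50 DAF, and 1138 and 2806 at 55 DAF. The balance at 50 DAF depended on the test, with 312 higher and 375 lower by the DESeq2 Wald test and 369 higher and 426 lower by limma-voom. Without the fold-change minimum, 2126 genes were higher and 1160 lower at 25 DAF. At 35 DAF the lower genes (3239) then outnumbered the higher ones (2746), but this order depended on the setting. It was the opposite with the size factors of DESeq2 (3011 higher and 2946 lower), upper-quartile factors (3176 higher and 2784 lower), the DESeq2 Wald test (3379 higher and 3373 lower), and the edgeR exact test on the 4 libraries of the stage (3622 higher and 3433 lower).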

**Fig 4:**
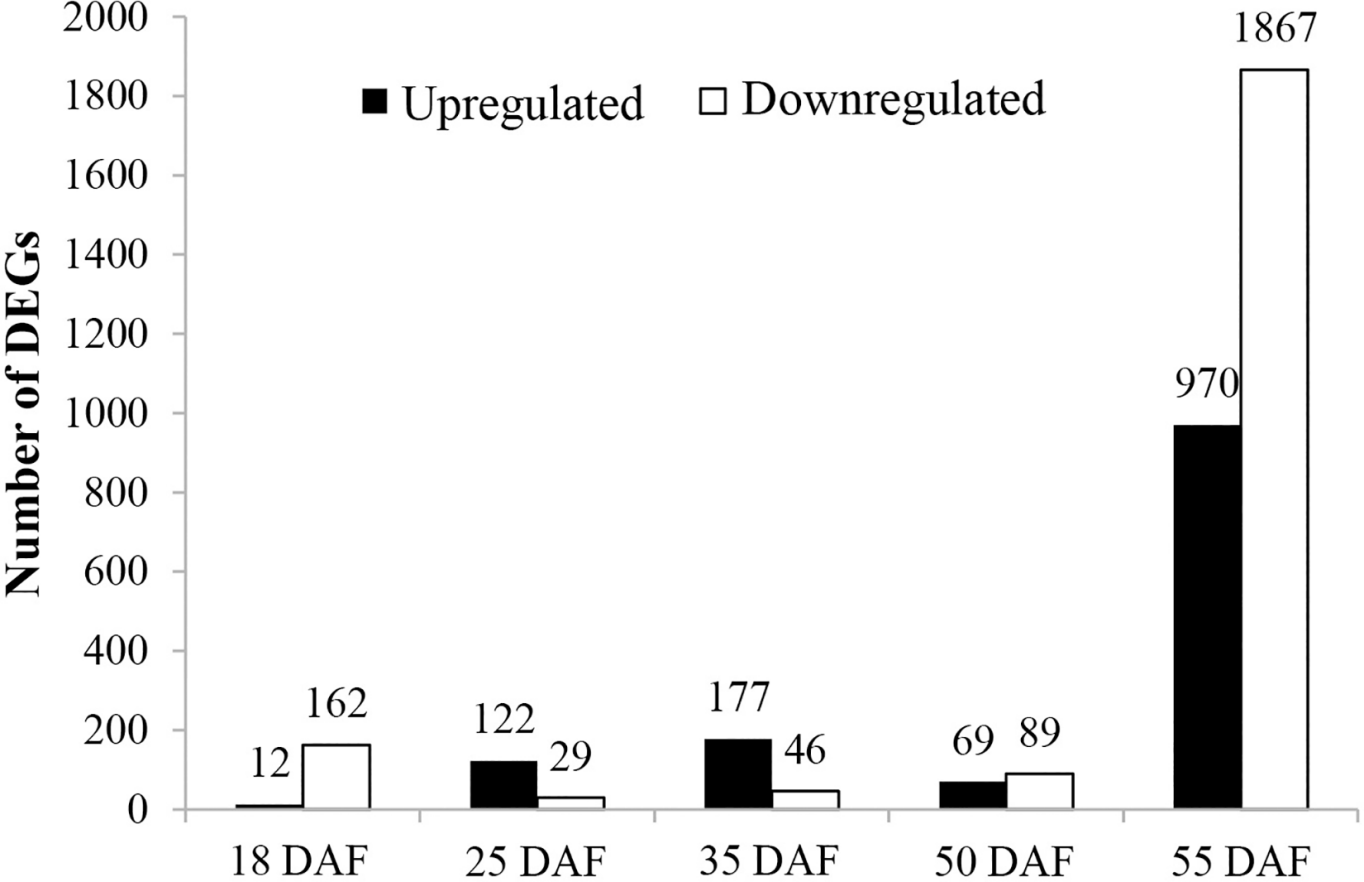
The number of differentially expressed genes (DEGs) between ‘*cgy-2*-NIL’ and ‘DN47’ at various developmental stages (18, 25, 35, 50, and 55 days after flowering (DAF)). Numbers of up and downregulated genes are summarized.

To determine whether these gene expression profiles correlated with development stages, the RNA-seq data of the *cgy-2-*NIL and DN47 were subjected to hierarchical clustering analysis using the ‘H-clust (1.10.1)’ function (Fig 5). The samples were clustered together based on genes that showed similar expression patterns. 

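Distances between the 10 group means of log2(RPKM + 1) were taken as 1 minus the Pearson correlation across the 30952 genes with a mean RPKM of at least 1. Between cgy-2-NIL and DN47 of 1 stage the distance was 0.0196 at 18 DAF, 0.0277 at 25 DAF, 0.0318 at 35 DAF, 0.0349 at 50 DAF, and 0.0784 at 55 DAF. In an average-linkage tree the genotypes of a stage joined each other first at all 5 stages, and this held under each of the 5 alternative settings for the tree. With the 20 libraries entered singly, the 4 libraries of each stage also joined one another before any other library.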

Genes expressed at the same stage both in *cgy-2-*NIL and DN47 were clustered together in all cases. 

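Averaged over the genotypes, the distance was 0.118 between 18 and 25 DAF, 0.110 between 25 and 35 DAF, and 0.148 between 35 and 50 DAF. In the average-linkage tree 25 DAF therefore joined 35 DAF first, and 18 DAF joined these stages at a height of 0.197. When all genes were kept without the RPKM filter, 18 DAF joined 25 DAF and 35 DAF joined 50 DAF, which gives 2 such pairs. The same pairs formed with Euclidean distances and complete linkage, and when only genes called at 1 or more stages were used. The distances describe the group means and carry no test.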

The clusters of 18 DAF and 25 DAF seeds, and 35 DAF and 50 DAF seeds were very closely positioned, respectively. 

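By 1 minus the Pearson correlation of the group means, 55 DAF lay at a mean distance of 0.170 from 50 DAF and of 0.367 from 35 DAF. It joined 50 DAF in the tree, and these stages joined the 3 earlier ones last, at a height of 0.412. Without the RPKM filter, and with only the genes called at 1 or more stages, 55 DAF was the last stage to join. With Euclidean distances and complete linkage, 55 DAF joined the pair of 35 and 50 DAF, and 18 and 25 DAF joined these stages last.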

The 55 DAF cluster was closest to the 35 and 50 DAF clusters, and the 18 and 25 DAF clusters were farthest from the other three clusters (Fig 5). 

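The mean distance of 55 DAF was 0.519 from 25 DAF and 0.636 from 18 DAF, which made 18 and 55 DAF the most distant stages. Within DN47, the genes that changed between neighbouring stages with an edgeR adjusted p under 0.05 and an absolute log2 fold change above 2 numbered 3024 from 18 to 25 DAF, 2554 from 25 to 35 DAF, 3584 from 35 to 50 DAF, and 4546 from 50 to 55 DAF. With at least 10 counts required in every library, these counts were 422, 236, 450, and 903.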

The greatest changes in gene expression were seen between the 25 and 55 DAF clusters. Notably, the developmental order was broken by 55 DAF; neighboring stages did not cluster together in the same order as development.

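The first principal component of the 20 libraries, on log2 normalized counts, held 66.5% of the variance and followed the sampling day in both genotypes. In DN47 the scores of replicates 1 and 2 were -150.1 and -149.6 at 18 DAF, -104 and -112 at 25 DAF, -32.6 and -31.2 at 35 DAF, 80.7 and 70.7 at 50 DAF, and 172 and 181 at 55 DAF. In cgy-2-NIL they were -150.2 and -146 at 18 DAF, -119 and -124 at 25 DAF, -46.4 and -32.7 at 35 DAF, 85.2 and 129.6 at 50 DAF, and 237 and 242 at 55 DAF. The replicates of cgy-2-NIL at 50 DAF lay farther apart than those of any other group. From its dendrogram, the paper states that the stages did not cluster in the order of development.

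**Figure D1:**
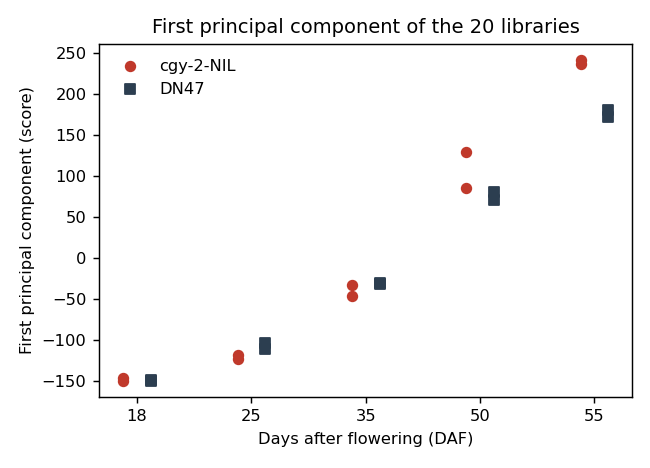
Scores of the 20 libraries on the first principal component (y axis, no unit) against days after flowering (x axis). Each point is 1 library of cgy-2-NIL or DN47; the scores rise with the stage, and at 55 DAF the cgy-2-NIL libraries (237 and 242) lie above the DN47 libraries (172 and 181).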

**Fig 5:**
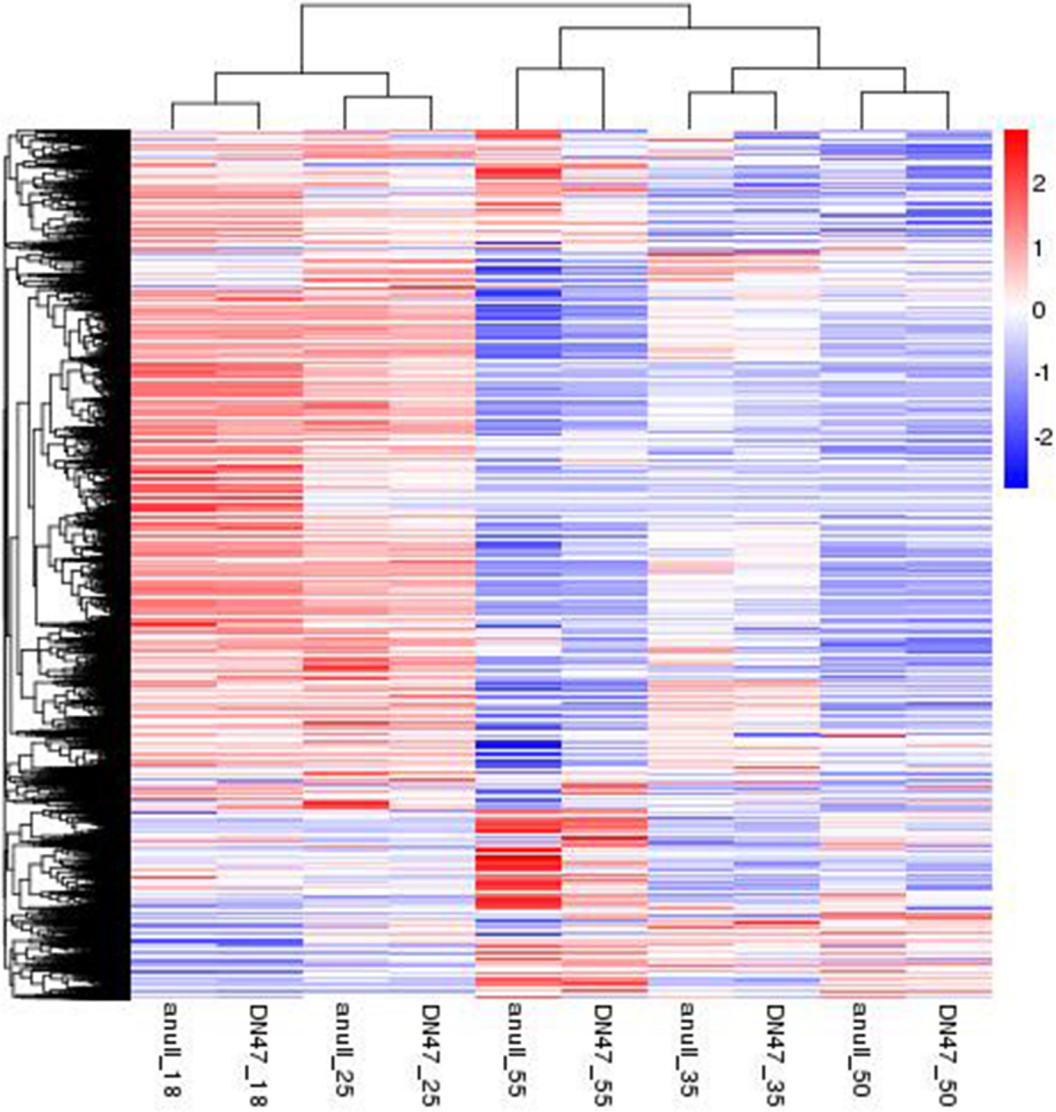
Cluster dendrogram of differentially expressed genes in *cgy-2* NIL and ‘DN47’ at five developmental stages (18, 25, 35, 50, and 55 days after flowering).

The comparison among different development stages between *cgy-2-*NIL and DN47 is shown in Fig 6. The majority of DEGs showed development-stage-specific expression. 

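At an adjusted p of 0.05, 24270 genes were called at 1 or more stages. Of these, 15660 were called at 1 stage, 6584 at 2, 1719 at 3, 280 at 4, and 27 at all 5, so that 64.5% were called at 1 stage only. The single-stage genes numbered 78 at 18 DAF, 1006 at 25 DAF, 1733 at 35 DAF, 1569 at 50 DAF, and 11274 at 55 DAF. A call at 1 stage and not at another is not a test of a difference between stages. A direct test of the genotype-by-stage interaction in edgeR gave 18141 genes with an adjusted p under 0.05, and 6584 when 55 DAF was left out. From the overlap of its lists, the paper states that most differences were specific to a stage.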

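Of the 17 genes listed in Table 3, 7 had an adjusted p under 0.05 at every stage in the edgeR quasi-likelihood test over all libraries. These were GLYMA01G31300, GLYMA02G41810, GLYMA11G15580, GLYMA11G25660, GLYMA12G13920, GLYMA16G07750, and Novel00599. The other 10 genes missed the threshold at 18 DAF, and GLYMA12G01350 and GLYMA15G06160 also at 25 and 35 DAF. The edgeR exact test on the libraries of each stage alone called 16 of the 17 genes at every stage, the exception being GLYMA02G41810.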

Seventeen DEGs were differentially expressed in all five stages. 

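For GLYMA11G15580, the log2 fold change was 0.62 (standard error 0.11, edgeR adjusted p = 0.00887) at 18 DAF, 0.73 (0.11, adjusted p = 0.00145) at 25 DAF, 0.74 (0.11, adjusted p = 0.000605) at 35 DAF, 1.61 (0.11, adjusted p = 3.21e-06) at 50 DAF, and 1.55 (0.12, adjusted p = 4.42e-08) at 55 DAF. The change in its difference between stages was itself tested, with an edgeR interaction adjusted p of 0.000126. Its RPKM at 50 DAF was 19.4 ± 1.62 (SD, n = 2) in cgy-2-NIL and 6.06 ± 0.961 (SD, n = 2) in DN47.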

As shown in Table 3, among these 17 genes, only one signal transduction response regulator gene (Glyma11g15580) was upregulated during seed development. Five DEGs (Glyma02g41810, Glyma03g02370, Glyma04g41540, Glyma09g02600, and Glyma15g06160) were downregulated during seed development. 

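GLYMA02G41810 was lower in cgy-2-NIL at every stage, with log2 fold changes of -1.30, -1.11, -0.76, -0.99, and -1.12 from 18 to 55 DAF and edgeR adjusted p values between 0.000451 (55 DAF) and 0.0249 (35 DAF). The interaction with stage was not significant for this gene (edgeR adjusted p = 0.544), and its value at 50 DAF ranged from -1.50 to -0.60 with 1 library left out. GLYMA04G41540 and GLYMA09G02600 were lowest at 55 DAF, with log2 fold changes of -2.96 (edgeR adjusted p = 1.19e-08) and -3.14 (adjusted p = 6.61e-08), and neither passed the threshold at 18 DAF in the main fit (adjusted p = 0.509 and adjusted p = 0.287). For GLYMA03G02370 the largest difference was at 50 DAF, with a log2 fold change of -1.56 (edgeR adjusted p = 0.000248). GLYMA15G06160 passed the threshold at 50 DAF (-1.23, edgeR adjusted p = 0.00231) and at 55 DAF (-0.79, adjusted p = 0.00880) only in the main fit, and its log2 fold change at 50 DAF ranged from -1.83 to -0.80 with 1 library left out. With the fit to the 4 libraries of a stage and with the exact test, GLYMA15G06160 also passed it at 18, 25, and 35 DAF, and GLYMA04G41540 and GLYMA09G02600 passed it at 18 DAF. The DESeq2 Wald test, limma-voom, and the replicate block also called GLYMA15G06160 at 35 DAF. GLYMA16G07750, which is also in Table 3, was lower at all 5 stages, with its largest log2 fold change at 50 DAF (-1.50, edgeR adjusted p = 0.000163).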

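At 18 DAF the log2 fold change was 0.81 for GLYMA01G31300 (standard error 0.19, edgeR adjusted p = 0.0450), 0.34 for GLYMA11G18290 (0.12, adjusted p = 0.227), 0.29 for GLYMA12G01350 (0.27, adjusted p = 0.834), and 0.37 for GLYMA12G04701 (0.20, adjusted p = 0.599). In the main fit GLYMA01G31300 alone passed the threshold at that stage, which it did not with the size factors of DESeq2 or with upper-quartile factors. With the fit to the 4 libraries of the stage and with the exact test all 4 passed it. From 25 DAF on, all 4 genes had negative log2 fold changes, which for GLYMA01G31300 were -1.87, -1.97, -1.58, and -3.68 at successive stages. At 55 DAF they were -1.71 for GLYMA11G18290, -2.02 for GLYMA12G01350, and -1.27 for GLYMA12G04701, and that of GLYMA12G01350 ranged from -3.06 to -1.42 with 1 library left out. The edgeR interaction adjusted p of the 4 genes lay between 5.57e-07 (GLYMA01G31300) and 0.00268 (GLYMA12G01350).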

The other 12 DEGs were differentially expressed among different developmental stages in both *cgy-2-*NIL and DN47, and exhibited two different expression patterns: one group, including two RNA recognition motif domain proteins (Glyma12g01350 and Glyma12g04710), one transcription factor MYC/MYB N-terminal (Glyma11g18290,) and one Ferritin-conserved site (Glyma01g31300) were upregulated in *cgy-2-*NIL only at 18 DAF, and were then downregulated in all subsequent stages. The other group, including Glyma02g04840, Glyma08g16310, Glyma11g25660, Glyma12g13920, Glyma20g16100, and Novel 100599, were upregulated in *cgy-2-*NIL at 25 DAF and 35 DAF, and downregulated at 18, 50, and 55 DAF.

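The gene model is listed in the count table as Novel00599. Its log2 fold change was -3.60 at 18 DAF (edgeR adjusted p = 0.000178), 2.38 at 25 DAF (adjusted p = 0.00271), 2.28 at 35 DAF (adjusted p = 0.0201), and -2.04 at 55 DAF (adjusted p = 0.0128). At 50 DAF, where Table 3 gives no value, it was negative and passed the threshold in the main fit. Novel00599 was called at 3 stages with the fit to the 4 libraries of a stage, at 4 with limma-voom, and at 5 with the DESeq2 Wald test. For GLYMA11G25660 the values were -3.18 at 18 DAF (edgeR adjusted p = 0.000194), 1.65 at 25 DAF (adjusted p = 0.00325), 1.70 at 35 DAF (adjusted p = 0.0104), -4.43 at 50 DAF (adjusted p = 0.000228), and -3.17 at 55 DAF (adjusted p = 5.69e-05). With 1 library left out, the value of GLYMA11G25660 at 50 DAF ranged from -9.17 to -3.27 and that of Novel00599 at 55 DAF from -4.53 to -1.18. At 18 DAF the differences of GLYMA02G04840, GLYMA08G16310, and GLYMA20G16100 did not pass the threshold in the main fit (edgeR adjusted p = 0.0769, 0.262, and 0.467). All 3 passed it with the fit to the 4 libraries of the stage and with the exact test, and GLYMA02G04840 also with the DESeq2 Wald test and limma-voom. The edgeR interaction test gave an adjusted p of at most 0.000209 for each of the 6 genes.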

**Fig 6:**
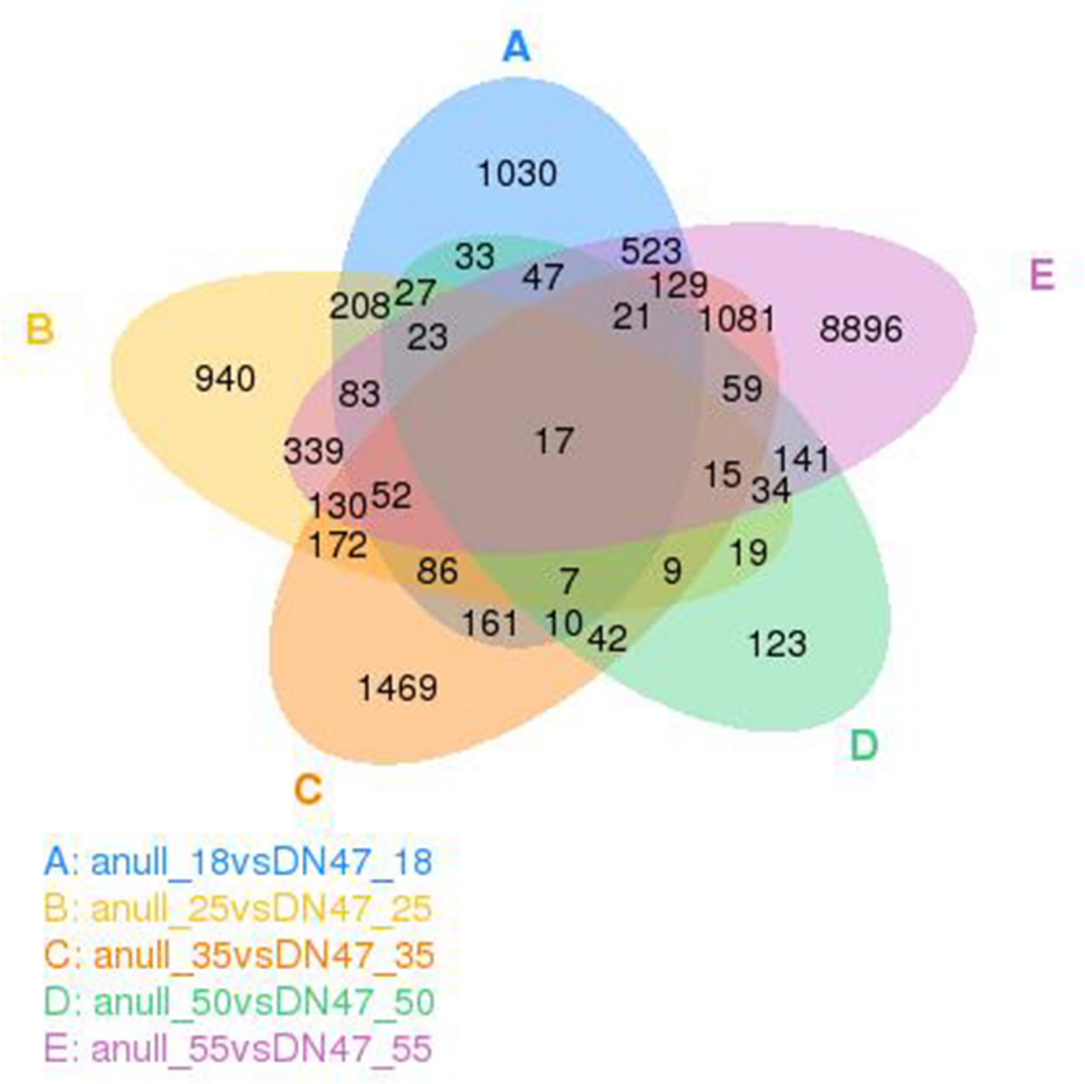
Venn diagram showing the overlap of identified differentially expressed genes (DEGs) between ‘cgy-2NIL’ and ‘DN47’ at 18, 25, 35, 50, and 55 days after flowering.

**Table 3:** Seventeen genes with altered expression between ‘*cgy-2* NIL’ and ‘DN47’ across five developmental stages.

NO.	DEG ID	Log2-fold change					DESCRIPTION
		18 DAF	25 DAF	35 DAF	50 DAF	55 DAF	
1	GLYMA01G31300	0.791	−1.889	−1.969	−1.590	−3.658	Ferritin, conserved site||Ferritin||Ferritin- like di-iron domain||Ferritin-related||Ferritin/DPS protein domain||Ferritin/ribonucleotide reductase-like
2	GLYMA02G04840	−2.190	2.255	2.190	−4.465	−2.875	Protein of unknown function DUF241, plant
3	GLYMA02G41810	−1.321	−1.125	−0.759	−0.989	−1.103	Regulator of chromosome condensation, RCC1||Regulator of chromosome condensation 1/beta-lactamase-inhibitor protein II
4	GLYMA03G02370	−0.632	−0.646	−1.399	−1.554	−0.826	C2 calcium-dependent membrane targeting
5	GLYMA04G41540	−0.373	−0.886	−0.826	−0.837	−2.937	Glutamate synthase, NADH/NADPH, small subunit 1||"Glutamate synthase, alpha subunit, C-terminal"||"Glutamate synthase, central-C"
6	GLYMA08G16310	−0.751	2.011	1.320	−2.468	−1.264	-
7	GLYMA09G02600	−0.673	−1.084	−0.929	−2.871	−3.122	Haem peroxidase, plant/fungal/bacterial||Haem peroxidase||Peroxidases haem-ligand binding site||Plant peroxidase
8	GLYMA11G15580	0.603	0.716	0.740	1.607	1.567	Signal transduction response regulator, receiver domain||CheY-like superfamily
9	GLYMA11G18290	0.327	−0.524	−0.584	−1.232	−1.694	Myc-type, basic helix-loop-helix (bHLH) domain||Transcription factor MYC/MYB N-terminal
10	GLYMA11G25660	−3.218	1.637	1.709	−4.280	−3.175	EF-Hand 1, calcium-binding site||Calcium-binding EF-hand||EF-hand-like domain
11	GLYMA12G01350	0.272	−0.661	−0.793	−1.823	−2.004	Nucleotide-binding, alpha-beta plait||"Zinc finger, CCCH-type"||RNA recognition motif domain
12	GLYMA12G04701	0.348	−1.217	−0.846	−1.019	−1.247	Nucleotide-binding, alpha-beta plait||RNA recognition motif domain
13	GLYMA12G13920	−2.061	1.152	1.721	−1.622	−0.980	Glutaredoxin-like, plant II||Glutaredoxin||Thioredoxin-like fold
14	GLYMA15G06160	−0.371	−0.481	−0.660	−1.230	−0.774	Pseudouridine synthase, catalytic domain||Dyskerin-like||PUA-like domain||Pseudouridine synthase II
15	GLYMA16G07750	−1.014	−0.947	−0.793	−1.497	−1.077	-
16	GLYMA20G16100	−0.502	1.001	0.859	−1.231	−1.507	Development/cell death domain
17	Novel00599	−3.625	2.378	2.300	-	−2.038	

The top 20 genes that showed high-level differential expression related to the α-null mutation were ranked and are shown in Table 4. 

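By a rule set in advance, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change were taken at each stage from those with an edgeR adjusted p under 0.05 and a mean of at least 20 counts. Every library also had to lie on the same side of both libraries of the other genotype. Values in parentheses are log2 fold changes, or the counts in cgy-2-NIL against those in DN47 where a genotype was at the detection floor. The order rests on fitted log2 fold changes, which at the floor depend on how counts of 0 are treated. A gene with a smaller bound can therefore rank above a gene with a larger bound. At 55 DAF some genes of Table 4 had larger bounds than the genes named by the rule. The α-subunit gene GLYMA20G28660 met the rule at 25, 35, and 50 DAF, GLYMA20G28650 at 35 DAF, and the Table 4 genes GLYMA17G34220 and Novel01348 at 18 DAF. GLYMA20G29500, which the paper does not discuss, had no counts in any cgy-2-NIL library, against 78 and 71 in DN47 at 18 DAF (at least 31.0-fold lower, edgeR adjusted p = 0.000592) and 51 and 42 at 25 DAF (at least 20.6-fold lower, adjusted p = 0.000997).
Higher at 18 DAF were GLYMA03G01240 (counts 64 and 66 against 0 and 0, at least 17.4-fold higher, edgeR adjusted p = 0.0116), GLYMA14G02970 (4.53, standard error 0.40, adjusted p = 3.2e-05), and GLYMA19G38020 (2.79, standard error 0.40, adjusted p = 0.00193). At 25 DAF the higher genes were GLYMA06G00910 (4.44, standard error 0.87, edgeR adjusted p = 0.0116), GLYMA04G00890 (counts 25 and 59 against 0 and 3, at least 10.3-fold higher, adjusted p = 0.00525), and GLYMA02G47910 (counts 34 and 51 against 2 and 2, at least 10.6-fold higher, adjusted p = 0.00602), and the lower gene was GLYMA12G34160 (-5.26, standard error 0.73, edgeR adjusted p = 0.00276). Those higher at 35 DAF were GLYMA13G27050 (6.37, standard error 1.15, edgeR adjusted p = 0.00798), GLYMA02G45170 (5.90, standard error 0.52, adjusted p = 9.77e-05), and GLYMA14G03580 (5.76, standard error 0.26, adjusted p = 1.15e-08), and Novel00801 (-4.60, standard error 1.02, edgeR adjusted p = 0.00960) was lower. With 1 library left out, the log2 fold change of GLYMA06G00910 at 25 DAF ranged from 3.56 to 8.30, that of Novel00801 at 35 DAF from -9.43 to -2.65, and that of GLYMA13G27050 at 35 DAF from 4.00 to 7.23, and the cgy-2-NIL counts of the last were 1962 and 194.
At 50 DAF, GLYMA20G35620 (counts 324 and 103 against 0 and 0, at least 58.1-fold higher, edgeR adjusted p = 0.00421), Novel00957 (counts 94 and 188 against 1 and 0, at least 34.3-fold higher, adjusted p = 0.0210), and Novel00211 (counts 48 and 169 against 1 and 0, at least 25.6-fold higher, adjusted p = 0.0177) were higher, while GLYMA13G19570 (counts 3 and 0 against 23 and 63, at least 18.5-fold lower, edgeR adjusted p = 0.00117) and Novel01233 (counts 0 and 3 against 27 and 52, at least 17.2-fold lower, adjusted p = 0.0165) were lower. The higher genes at 55 DAF were GLYMA04G38580 (counts 53 and 58 against 0 and 0, at least 18.3-fold higher, edgeR adjusted p = 3.19e-07), Novel03059 (counts 63 and 38 against 0 and 0, at least 16.6-fold higher, adjusted p = 3.26e-06), and GLYMA05G21531 (counts 53 and 40 against 0 and 0, at least 15.3-fold higher, adjusted p = 0.0124), and the lower ones were GLYMA10G27900 (counts 0 and 0 against 123 and 141, at least 44.5-fold lower, edgeR adjusted p = 1.31e-09), GLYMA09G33880 (counts 0 and 0 against 100 and 84, at least 31.2-fold lower, adjusted p = 3.46e-07), and GLYMA04G42990 (counts 0 and 0 against 81 and 55, at least 23.1-fold lower, adjusted p = 8.76e-05).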

Glyma17g34220 (encoding alpha crystalline) and another six genes (Glyma13g11840, Glyma13g1189, Glyma13g11961, Glyma13g12033, Novel00815, and Novel01348), which were not annotated, were all downregulated at 18 DAF. 

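At 18 DAF, GLYMA17G34220 had 1 and 1 counts in cgy-2-NIL and 272 and 176 in DN47 (at least 93.2-fold lower, edgeR adjusted p = 0.000336). Novel01348 had 1 and 0 counts in cgy-2-NIL against 80 and 90 in DN47 (at least 35.3-fold lower, edgeR adjusted p = 0.0104). The other 5 genes did not pass the threshold in the fit over all libraries, although their counts at 18 DAF lay far apart. GLYMA13G11895 had 6 and 4 against 959 and 1153 (edgeR adjusted p = 0.165), GLYMA13G11961 had 15 and 28 against 2629 and 3337 (adjusted p = 0.181), GLYMA13G12033 had 2 and 4 against 1534 and 1660 (adjusted p = 0.187), and Novel00815 had 0 and 4 against 206 and 205 (adjusted p = 0.0853). Fitted on the 4 libraries of 18 DAF alone, each of these genes had an edgeR adjusted p of at most 0.000991. They and GLYMA13G11840 also split the replicates of 1 group at 50 and at 55 DAF, by a log2 ratio above 3. Novel01348 had a similar split at lower counts, with 0 and 20 in cgy-2-NIL at 55 DAF and 0 and 15 in DN47 at 50 DAF.

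**Figure D2:**
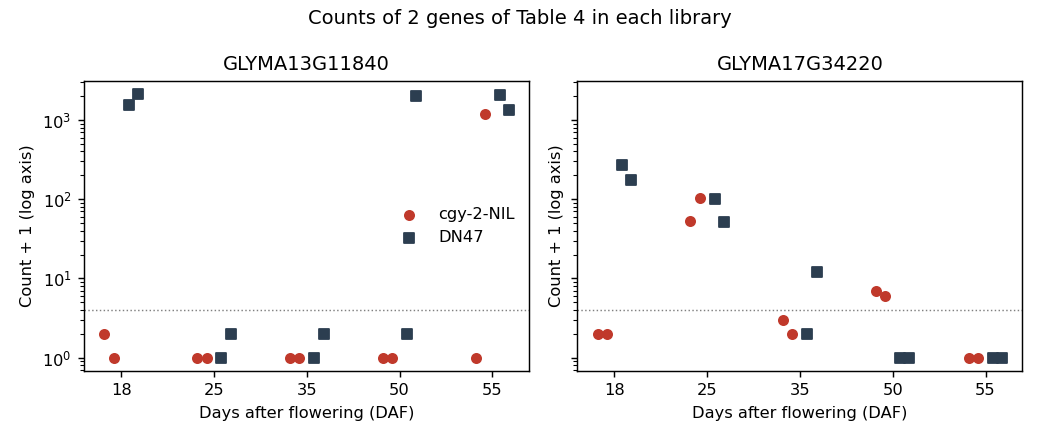
Counts plus 1 of GLYMA13G11840 (left) and GLYMA17G34220 (right) in each of the 20 libraries, on a log axis, against days after flowering for cgy-2-NIL and DN47; the dotted line is the detection floor of 3 counts. GLYMA13G11840 had 0 and 1196 counts in the cgy-2-NIL replicates at 55 DAF and 1 and 2017 in the DN47 replicates at 50 DAF.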

Expression of Glyma13g11840 (no annotation) was downregulated by 12.16-fold, which was the most highly downregulated of all the DEGs identified in our data. 

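GLYMA13G11840 had 1 and 0 counts in cgy-2-NIL and 1527 and 2111 in DN47 at 18 DAF, which is at least 755-fold lower. Its edgeR adjusted p was 0.361 over all libraries and 0.00561 on the 4 libraries of the stage. The cgy-2-NIL counts are at the detection floor, so the size of the difference is not measured beyond the bound. Its fitted log2 fold change ranked 4 from the lowest of the genes tested at 18 DAF, a rank that depends on fitted values at the floor.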

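Among all genes tested, GLYMA20G28660 had the lowest log2 fold change at 25 and 35 DAF and the rank 8 from the lowest at 50 DAF. Among the genes that met the rule for named genes, it was the lowest at 50 DAF as well. At 25 DAF its cgy-2-NIL counts were at the detection floor, so that expression was at least 308-fold lower than in DN47 (edgeR adjusted p = 3.89e-07). The log2 fold change was -9.48 (standard error 0.31, edgeR adjusted p = 1.15e-08) at 35 DAF and -8.79 (0.33, adjusted p = 1.03e-07) at 50 DAF. Reads shared with the other α-subunit gene GLYMA20G28650 could have been left out or divided by the authors' counting, so the level of each gene is uncertain.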

Glyma20g28660 showed the highest differential expression related to α-null at 25, 35, and 50 DAF, and was downregulated by 9.32-fold at 25 DAF, 9.49-fold at 35 DAF, and 8.8-fold at 50 DAF. At 55 DAF, two genes (Glyma06g02690 and Glyma04g02660) encoding a Gibberellin-regulated protein and two genes (Glyma10g39760 and Glyma07g40110) encoding Concanavalin A-like lectins were downregulated by 9.03-fold and 7.91-fold, and by 8.47-fold and 6.93-fold, respectively. In addition, another four genes (Novel01985, Novel02415, Glyma15g10450, and Glyma16g03600) were upregulated at 55 DAF. 

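At 55 DAF, GLYMA06G02690 had 1 and 0 counts in cgy-2-NIL and 243 and 281 in DN47 (at least 88.3-fold lower, edgeR adjusted p = 3.47e-06), and GLYMA04G02660 had 0 and 1 against 126 and 115 (at least 40.8-fold lower, adjusted p = 0.00201). GLYMA10G39760 had 1 and 0 against 167 and 189 counts (at least 60.0-fold lower, edgeR adjusted p = 6.59e-08), and GLYMA07G40110 had 0 and 1 against 66 and 56 (at least 20.7-fold lower, adjusted p = 2.08e-06). All of these genes were at the detection floor in cgy-2-NIL, so only the bounds are measured.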

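At 55 DAF, Novel01985 had 323 and 51 counts in cgy-2-NIL and 0 and 1 in DN47 (at least 61.7-fold higher, edgeR adjusted p = 0.0115), and Novel02415 had 60 and 203 against 0 and 1 (at least 43.2-fold higher, adjusted p = 3.24e-06). The replicates of cgy-2-NIL differed several-fold (more than 3-fold) for both gene models. On the 4 libraries of the stage alone, the edgeR adjusted p of Novel01985 was 0.0560, which is not under the threshold.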

Expression of Glyma15g10450, encoding a protein arginine N-methyltransferase, was upregulated by 8.05-fold; and Glyma16g03600, encoding an aminotransferase that takes part in cysteine and methionine metabolism, was upregulated by 7.56-fold. 

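GLYMA15G10450 had 379 and 151 counts in cgy-2-NIL and 1 and 1 in DN47 at 55 DAF, which is at least 87.3-fold higher (edgeR adjusted p = 4.49e-08). For GLYMA16G03600 the counts were 1146 and 1424 against 2 and 12, with a log2 fold change of 7.49 (standard error 0.78, edgeR adjusted p = 0.000157). Over the stages together its log2 fold change was 6.91 (edgeR adjusted p = 0.00158), and its interaction with stage was not significant (adjusted p = 0.802). The paper hypothesizes that the genes of Table 4 are transcripts related to α-null.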

We hypothesized that these genes are putativelyα-null-related transcripts. Based on obtained DEGs information and bioinformatics, we will conduct further studies focused on gene function identification of the above-mentioned DEGs.

**Table 4:** The top 20 genes showing high-level differential expression related to the α-null mutation.

DEG ID	Stage(DAF)	Down/Up regulation		log2-fold change	KEGG	Description
GLYMA13G11840	18	Down		−12.162		-
GLYMA13G11895	18	Down		−8.0568		-
GLYMA13G11961	18	Down		−7.4505		
GLYMA13G12033	18	Down		−9.3913		-
GLYMA17G34220	18	Down		−8.145	Protein processing in endoplasmic reticulum	Alpha crystallin/Hsp20 domain||HSP20-like chaperone
Novel00815	18	Down		−7.0188		
Novel01348	18	Down		−7.7437		
GLYMA20G28660	25	Down		−9.32		
GLYMA20G28660	35	Down		−9.4945		Cupin 1||RmlC-like cupin domain||RmlC-like jelly roll fold
GLYMA20G28660	50	Down		−8.8458		Cupin 1||RmlC-like cupin domain||RmlC-like jelly roll fold
GLYMA15G10450	55		Up	8.0507		Protein arginine N-methyltransferase||S-adenosyl-L-methionine-dependent methyltransferase-like
GLYMA16G03600	55		Up	7.5585	Cysteine and methionine metabolism	Aminotransferase, class I/class II||"Aminotransferases, class I, pyridoxal-phosphate-binding site"||"Pyridoxal phosphate-dependent transferase, major region, subdomain 1"
Novel01985	55		Up	8.6001		
Novel02415	55		Up	8.0925		
GLYMA04G02660	55	Down		−7.914		Gibberellin-regulated protein
GLYMA06G02690	55	Down		−9.0289		Gibberellin-regulated protein
GLYMA07G39220	55	Down		−7.0642		Petal formation expressed
GLYMA07G40110	55	Down		−6.9337		Concanavalin A-like lectin/glucanase, subgroup||"Protein kinase, ATP binding site"||"Protein kinase, catalytic domain"||"Serine/threonine-protein kinase, active site"
GLYMA10G39760	55	Down		−8.4718		Concanavalin A-like lectin/glucanase, subgroup||"Glycoside hydrolase, family 16"||"Glycoside hydrolase, family 16, active site"||"Xyloglucan endo-transglycosylase, C-terminal"
GLYMA15G14675	55	Down		−7.4518		-

DEG = differentially expressed gene; DAF = days after flowering

### Functional annotation and pathway assignment

GO analysis was used to annotate the identified significant DEGs between *cgy-2-*NIL and DN47. Three main categories, biological process, molecular function, and cellular component, in developing seeds of *cgy-2-*NIL *vs*. DN47 at five stages (18, 25, 35, 50, and 55 DAF) are shown in Table 5. GO category enrichment analysis (P-value < 0.05) revealed different results in different stages. A similar GO category distribution pattern of transcripts was found at 18, 35, and 55 DAF (Table 5). For the biological process function, eight categories were identified, and the maximum number of DEGs was associated with the term ‘biosynthetic process’ at 18, 35, and 55 DAF. Eleven categories were identified as ‘cellular component’, and the terms ‘cellular component’ (18.89%, 19.95%, 22.26%), ‘cell’ (12.48%, 13.07%, 13.01%), and ‘cell part’ (12.48%, 13.07%, 13.01%) were the most abundant at 18, 35, and 55 DAF, respectively. In terms of molecular function, the most abundant DEGs were involved in structural molecular activity (64.41%, 58.10%, 58.36%) and structural constituents of ribosome (35.39%, 41.90%, 41.64%) at 18, 35, and 55 DAF, respectively. However, the GO category distributions of the transcripts at 25 and 50 DAF were quite different (Table 5). Through alignment with KEGG database, 6627 unigenes were annotated to 37 terms of GO classification at 25 DAF. Among these groups, ‘various biosynthetic process’ and ‘regulation of various metabolic process’ were dominant within the ‘biological process’ category. Only ‘apoplast’ was detected in the ‘cellular component’ category, and ‘ion binding’, ‘purine ribonucleoside triphosphate binding’, and ‘ATP binding’ were dominant in the molecular function category (Table 5) at 25 DAF. In addition, at 50 DAF, only seven terms belonging to ‘cellular component’ were annotated by GO category enrichment analysis.

**Table 5:** Summary of Gene Ontology (GO) terms for differentially expressed genes (DEGs) at different developmental stages (P < 0.05).

GO terms *cgy-2NILvs*. DN47	DESCRIPTION	Number of DEGs				
		18DAF	25DAF	35DAF	50DAF	55DAF
Biological process	biosynthetic process	597		760		2399
	organic substance biosynthetic process	577		727		2290
	cellular biosynthetic process	572		715		2232
	cellular macromolecule biosynthetic process	474		579		1752
	macromolecule biosynthetic process	476		582		1764
	gene expression	455		550		1650
	single-organism carbohydrate catabolic process	27		163		455
	translation	158		145		342
	organic cyclic compound biosynthetic process		283			
	RNA metabolic process		277			
	cellular nitrogen compound biosynthetic process		275			
	heterocycle biosynthetic process		274			
	aromatic compound biosynthetic process		269			
	nucleobase-containing compound biosynthetic process		256			
	RNA biosynthetic process		240			
	transcription, DNA-dependent		232			
	regulation of metabolic process		225			
	regulation of cellular metabolic process		214			
	regulation of macromolecule metabolic process		213			
	regulation of primary metabolic process		212			
	regulation of cellular biosynthetic process		210			
	regulation of biosynthetic process		210			
	regulation of macromolecule biosynthetic process		210			
	regulation of cellular biosynthetic process		210			
	regulation of nucleobase-containing compound metabolic process		209			
	regulation of nitrogen compound metabolic process		209			
	regulation of gene expression		208			
	regulation of transcription, DNA-dependent		204			
	regulation of RNA metabolic process		204			
	regulation of RNA biosynthetic process		204			
	cellular component movement		44			
	microtubule-based process		41			
	microtubule-based movement		33			
	cellular glucan metabolic process		22			
	glucan metabolic process		22			
Cellular component	cellular_component	902		1368		4164
	cell	596		896		2435
	cell part	596		896		2435
	intracellular	573		846		2305
	intracellular part	518		795		2143
	intracellular organelle	416		591		1654
	macromolecular complex	347		506		1238
	cytoplasm	294		399		1054
	cytoplasmic part	244		305		754
	ribonucleoprotein complex	153		139		296
	ribosome	137		117		232
	apoplast		12			
	cellular component organization or biogenesis				54	
	cellular component organization				49	
	cell morphogenesis				11	
	cellular component morphogenesis				11	
	anatomical structure morphogenesis				11	
	cellular developmental process				11	
	single-organism developmental process				11	
Molecular function	structural molecule activity	418		190		164
	structural constituent of ribosome	231		137		117
	ion binding		569			
	purine ribonucleoside triphosphate binding		310			
	ATP binding		296			
	cytoskeletal protein binding		59			
	tubulin binding		43			
	microtubule binding		42			
	motor activity		41			
	microtubule motor activity		33			
	xyloglucan:xyloglucosyl transferase activity		12			

DAF: days after flowering.

Pathway-based analysis is thought to provide a basic platform for the systematic analysis of DEGs involved in metabolic or signal transduction pathways. In this study, KEGG analyses were used to analyze gene function in terms of networks of gene products. Two types of DEGs, those up and downregulated at different development stages, were classified by KEGG, respectively (Table 6). In general, KEGG analysis assigned the DEGs (P < 0.05) of cgy-2NIL and DN47 to 16, 3, 9, 4, and 12 metabolic pathways (each of which contained 4–175 DEGs) at 18, 25, 35, 50, and 55 DAF, respectively (Table 6). At 18 DAF, we found several significant expression changes related to amino acid metabolism and fatty acid metabolism, including 13 genes involved in beta-alanine metabolism, six genes involved in histidine metabolism, 12 genes involved in arginine and proline metabolism, six genes involved in lysine degradation, and nine genes involved in fatty acid degradation, all of which were significantly upregulated. In addition, 41 genes involved in biosynthesis of amino acids showed significantly downregulated expression at 18 DAF. The majority of DEGs appeared to be related to ‘plant-pathogen interaction’ (32 genes, upregulated), ‘Ribosome biogenesis in eukaryotes’ (16 genes, downregulated), and ‘DNA replication’ (18 genes, downregulated) at 25 DAF. At 35 DAF, upregulated DEGs were assigned to ‘Ribosome’ and ‘photosynthesis’, while downregulated DEGs were assigned to seven KEGG pathways (protein processing in endoplasmic reticulum, ribosome biogenesis in eukaryotes, spliceosome, endocytosis, ABC transporters, RNA transport, and ubiquitin-mediated proteolysis). The DEGs identified at 55 DAF were assigned to 12 KEGG pathways. Pathways such as ribosome (145 genes, upregulated), biosynthesis of amino acids (114 genes, downregulated), and carbon metabolism (122 genes, downregulated) were highly represented.

**Table 6:** Kyoto Encyclopedia of Genes and Genomes (KEGG) assignment of differentially expressed genes (DEGs) identified in five developmental stages.

*cgy-2*NIL>DN47	Number of DEGs					Corrected P-value				
pathway	18 DAF	25 DAF	35 DAF	50 DAF	55 DAF	18 DAF	25 DAF	35DAF	50 DAF	55 DAF
Circadian rhythm—plant	19	-	-	-	26	1.51E-11		-	-	2.15E-02
beta-Alanine metabolism	13	-	-	-	-	1.28E-06	-	-	-	-
Fatty acid degradation	9	-	-	-	25	4.49E-04	-	-	-	2.15E-02
Histidine metabolism	6	-	-	-	-	5.34E-04	-	-	-	-
Arginine and proline metabolism	12	-	-	-	-	7.32E-04	-	-	-	-
Lysine degradation	6	-	-	-	-	2.26E-03	-	-	-	-
Plant-pathogen interaction	-	32	-	-	-	-	5.06E-09	-	-	-
Ribosome	-	-	96	-	145	-	-	4.64E-24	-	2.07E-09
Photosynthesis	-	-	41	5	-	-	-	3.07E-19	2.86E-02	-
Protein processing in endoplasmic reticulum	-	-	-	20	77	-	-	-	3.79E-10	1.89E-02
Photosynthesis—antenna proteins	-	-	-	4	-	-	-	-	3.46E-03	-
Spliceosome	-	-	-	-	81	-	-	-	-	4.27E-06
Peroxisome	-	-	-	-	40	-	-	-	-	2.00E-03
RNA transport	-	-	-	-	62	-	-	-	-	2.74E-03
Sulfur relay system	-	-	-	-	9	-	-	-	-	2.15E-02
Valine, leucine and isoleucine	-	-	-	-	23	-	-	-	-	2.40E-02
degradation										
Carotenoid biosynthesis	-	-	-	-	18	-	-	-	-	3.59E-02
***cgy-2*NIL<DN47**										
Ribosome	175	-	-	-	-	8.27E-59	-	-	-	-
Protein processing in endoplasmic reticulum	59	-	35	-	-	7.90E-08	-	1.56E-02	-	-
Ribosome biogenesis in eukaryotes	27	16	35	-	-	2.26E-04	4.96E-07	3.02E-10	-	-
DNA replication	18	18	-	12	-	5.37E-03	4.85E-11	-	2.18E-07	-
Carbon fixation in photosynthetic organisms	20	-	-	-	-	7.56E-03	-	-	-	-
Glycolysis / Gluconeogenesis	28	-	-	-	-	3.02E-02	-	-	-	-
Photosynthesis—antenna proteins	8	-	-	-	-	3.45E-02	-	-	-	-
Taurine and hypotaurine metabolism	7	-	-	-	-	4.26E-02	-	-	-	-
Plant-pathogen interaction	34	-	-	-	-	4.57E-02	-	-	-	-
Biosynthesis of amino acids	41	-	-	-	114	4.92E-02	-	-	-	3.09E-02
Spliceosome	-	-	55	-	-	-	-	1.02E-12	-	-
Endocytosis	-	-	29	-	-	-	-	3.12E-03	-	-
ABC transporters	-	-	10	-	-	-	-	8.22E-03	-	-
RNA transport	-	-	28	-	-	-	-	8.22E-03	-	-
Ubiquitin-mediated proteolysis	-	-	22	-	-	-	-	4.35E-02	-	-
Carbon metabolism	-	-	-	-	122	-	-	-	-	1.18E-02

DAF: days after flowering.

### Transcription factors (TFs) affected by the ‘α-null’ mutation

TFs are important proteins that control the flow of genetic information from DNA to RNA, and ultimately affect the growth and physiology of the plant. In the present study, 74 TFs were differentially expressed between *cgy-2-*NIL and DN47, when a fold change ≥ 1 and P < 0.05 were used as cutoff values (Table 7). These genes were divided into different classes, as shown in Table 7. These TFs included BREVIS RADIX, GRAS, jumonji, GATA, SBP-box, and TCP. 

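All 74 genes of Table 7 passed the filter for expressed genes. With an edgeR adjusted p under 0.05 over all genes tested, 3 of them differed at 18 DAF, 15 at 25 DAF, 11 at 35 DAF, 18 at 50 DAF, and 62 at 55 DAF. Of the gene and stage entries that Table 7 lists, 2 of 4 were called at 18 DAF, 9 of 10 at 25 DAF, 5 of 5 at 35 DAF, 2 of 2 at 50 DAF, and 59 of 59 at 55 DAF. At 55 DAF, 56 of the 59 had the direction that Table 7 gives, and the others had the opposite one. The list was chosen by the study on these libraries, so these counts are not independent evidence.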

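Of the 74 genes of Table 7, 28 stand under its heading GRAS and 13 under K-box MADS-box. GLYMA11G33720 and GLYMA18G04500, under DELLA GRAS, and GLYMA13G07720, a MADS-box gene under its last heading, are not among these.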

The most abundant TF group was GRAS. Among all the identified GRAS TFs, four (Glyma06G41500, Glyma07G39650, Glyma12G34420, and Glyma13G36120) were downregulated at 18 DAF in *cgy-2-*NIL; however, nine GRAS TFs were significantly upregulated at 25 DAF in *cgy-2-*NIL. 

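At 18 DAF the log2 fold change was -1.48 for GLYMA06G41500 (standard error 0.40, edgeR adjusted p = 0.10), -1.49 for GLYMA07G39650 (0.32, adjusted p = 0.0439), -1.62 for GLYMA12G34420 (0.28, adjusted p = 0.0100), and -1.28 for GLYMA13G36120 (0.30, adjusted p = 0.0706). At 25 DAF, 10 genes under the heading GRAS were higher in cgy-2-NIL and 2 were lower at an edgeR adjusted p under 0.05. The log2 fold changes of the higher genes ranged from 0.50 to 1.90. The size factors of DESeq2 gave 11 higher genes and upper-quartile factors 9.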

Only one GRAS TF, Glyma12G34420, was identified as upregulated at 35 DAF. 

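GLYMA12G34420 had an RPKM of 18.8 ± 3.87 (SD, n = 2) in cgy-2-NIL and of 5.28 ± 2.07 (SD, n = 2) in DN47 at 35 DAF, a log2 fold change of 1.67 (standard error 0.28, edgeR adjusted p = 0.00189). It was the only GRAS gene of Table 7 called higher at this stage, and 2 were called lower, with log2 fold changes of -0.88 and -0.87.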

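Of the 28 genes under the heading GRAS, 8 were higher and 12 lower in cgy-2-NIL at 55 DAF with an edgeR adjusted p under 0.05. The log2 fold changes ranged from 0.88 to 2.16 for the higher genes and from -3.36 to -1.15 for the lower ones.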

Eighteen GRAS TFs that were differentially expressed at 55 DAF displayed different expression patterns: 11 were downregulated in *cgy-2-*NIL, while seven were upregulated. 

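Among the genes of Table 7, 23 were higher and 39 lower in cgy-2-NIL at 55 DAF, against 11 and 4 at 25 DAF, 2 and 9 at 35 DAF, and 9 and 9 at 50 DAF. With the size factors of DESeq2 in place of the TMM factors, the counts at 55 DAF were 24 and 38. GLYMA01G43620 was lower at 55 DAF, with a log2 fold change of -1.47 (standard error 0.19, edgeR adjusted p = 1.15e-05). GLYMA03G27195 (3.09, standard error 0.56, edgeR adjusted p = 0.000243) and GLYMA03G02090 (3.08, standard error 0.34, adjusted p = 1.86e-06) were higher.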

The 55 DAF stage was characterized by the highest number of differentially expressed TFs in *cgy-2-*NIL compared with DN47, and there were more downregulated than upregulated TFs (39 *vs*. 20). 

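For the genes of Table 7 under K-box MADS-box the log2 fold changes at 55 DAF ranged from -3.82 to -1.06, and all 13 had an edgeR adjusted p under 0.05. All 13 were also called lower with each of the other normalizations. At 35 DAF 2 were called lower, and at 50 DAF 1.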

Notably, 13 MADS-box TFs were all downregulated at 55 DAF. By contrast, the fewest number of TF genes was found at 50 DAF; only one upregulated TF, TCP (Glyma03G02090) and one downregulated TF, GATA (Glyma04G01090) were identified. In addition, we observed that in the 35 DAF whole seed, five groups of TFs were differentially expressed, including BREVIS RADIX (Glyma09G34601 and Glyma16G17590), GRAS (Glyma12G34420), jumonji (Glyma09G34040) and SBP-box (Glyma04G37391).

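At 50 DAF, GLYMA03G02090 had 40 and 57 counts in cgy-2-NIL and 5 and 10 in DN47, a log2 fold change of 2.27 (standard error 0.45, edgeR adjusted p = 0.00323). GLYMA04G01090 had 6 and 17 against 48 and 49 counts, a log2 fold change of -2.50 (standard error 0.42, edgeR adjusted p = 0.00111).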

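The log2 fold change at 35 DAF was -1.0 for GLYMA09G34601 (standard error 0.22, edgeR adjusted p = 0.00728), -1.07 for GLYMA16G17590 (0.32, adjusted p = 0.0362), -1.09 for GLYMA09G34040 (0.29, adjusted p = 0.0240), and -2.71 for GLYMA04G37391 (0.33, adjusted p = 0.000147). With 1 library left out, the log2 fold change of GLYMA09G34040 ranged from -1.60 to -0.71, and its counts in cgy-2-NIL were 281 and 140.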

**Table 7:** Summary and annotation of transcription factors (TFs) selected using RPKM analysis of RNA-seq data.

Category of TF	Gene ID	Gene Annotation	RPKM									
			18 DAF		25 DAF		35 DAF		50 DAF		55 DAF	
			α-null	DN47	α-null	DN47	α-null	DN47	α-null	DN47	α-null	DN47
BREVIS RADIX	GLYMA09G07930	Transcription factor BREVIS RADIX									1.69	0.68
	GLYMA09G34601						8.68	15.39				
	GLYMA16G17590						1.20	2.27				
GRAS	GLYMA01G18040	Transcription factor GRAS									0.98	3.89
	GLYMA01G33270										0.61	1.54
	GLYMA01G40180										2.02	1.03
	GLYMA01G43620										2.02	1.03
	GLYMA02G46730				3.63	1.34						
	GLYMA03G03760										2.36	5.89
	GLYMA04G42090										0.81	2.61
	GLYMA05G03490				17.29	7.03						
	GLYMA06G11610										1.87	0.73
	GLYMA06G41500		0.59	1.61	3.37	1.28						
	GLYMA07G39650		9.40	25.91	30.06	13.50						
	GLYMA08G43780										0.75	4.82
	GLYMA09G01440				8.48	2.97						
	GLYMA09G04110										0.12	1.41
	GLYMA10G37640										8.87	4.01
	GLYMA11G01850										0.32	1.00
	GLYMA11G14710										0.45	1.56
	GLYMA11G17490										1.37	3.51
	GLYMA12G02060										4.05	1.82
	GLYMA12G06670										0.48	1.29
	GLYMA12G16750				2.80	0.71						
	GLYMA12G34420		4.02	12.13			18.78	5.28			97.64	24.52
	GLYMA13G09220											
	GLYMA13G36120		11.15	26.56	46.00	20.59						
	GLYMA15G12320				3.05	1.35						
	GLYMA17G14030				20.78	8.61						
	GLYMA18G45220										1.09	4.16
	GLYMA20G30150										21.61	7.71
IIc	GLYMA14G24776	Transcription factor IIIC, 90kDa subunit, N-terminal									6.27	2.53
	GLYMA19G40560	Transcription factor, WRKY group IIc									0.97	2.62
jumonji, JmjN	GLYMA10G35350	Transcription factor jumonji, JmjN									7.92	4.35
	GLYMA09G34040	Transcription factor jumonji, JmjN					2.64	4.91				
MYC/MYB	GLYMA06G04550	Transcription factor MYC/MYB N-terminal									0.21	2.21
	GLYMA17G31537										4.00	1.87
TFIIE	GLYMA05G38060	Transcription factor TFIIE beta subunit,									22.66	11.71
	GLYMA05G07910	Transcription factor TFIIE, alpha subunit									8.06	3.81
GATA	GLYMA04G01090	Transcription factor, GATA, plant			16.26	7.06			0.33	1.86		
	GLYMA10G35470										0.84	2.57
	GLYMA16G27171										0.74	5.79
K-box MADS-box	GLYMA01G08130	Transcription factor, K-box									1.64	3.87
	GLYMA02G13401										0.76	1.87
	GLYMA04G43640										7.40	20.22
	GLYMA05G07286										0.12	1.98
	GLYMA06G48270										8.24	24.63
	GLYMA08G42300										15.20	39.28
	GLYMA11G16105										0.16	2.52
	GLYMA11G36890										0.73	2.89
	GLYMA13G06730										5.30	17.27
	GLYMA13G29510										0.81	2.07
	GLYMA14G03100										2.01	5.78
	GLYMA18G12590										1.36	5.20
	GLYMA19G04320										16.72	53.88
NFYB/HAP3CBF/NF-Y	GLYMA09G01650	Transcription factor, NFYB/HAP3Transcription factor, CBF/NF-Y									0.62	2.99
	GLYMA10G05606										20.68	9.31
	GLYMA17G00950										0.61	4.26
SBP-box	GLYMA02G13371	Transcription factor, SBP-box									0.36	1.07
	GLYMA03G27195										0.36	1.07
	GLYMA04G37391						0.25	1.48				
TCP	GLYMA03G02090	Transcription factor, TCP							1.23	0.24	0.06	0.40
	GLYMA05G00300										1.74	4.07
	GLYMA05G01131										2.81	0.79
	GLYMA10G06515										5.30	2.02
	GLYMA12G28970										0.46	2.65
	GLYMA12G35720										2.40	5.57
	GLYMA18G50371										3.55	1.60
DELLA GRAS	GLYMA11G33720	Transcription factor DELLA, N-terminal									4.34	17.33
	GLYMA18G04500										4.45	14.14
Others	GLYMA11G14450	Transcription factor IIA, alpha/beta subunit, N-terminal									46.38	23.63
	GLYMA03G28000	Transcription factor IIS, N-terminal									14.76	6.34
	GLYMA19G31830	Transcription factor TFIIB, conserved site									3.55	1.00
	GLYMA13G07720	Transcription factor, MADS-box									0.26	1.02

RPKM: reads per kilobase of transcript per million reads mapped; DAF: days after flowering.

### Gene models annotated as Cupin proteins

Previous studies have characterized the cupins as important allergens in peanuts and soybeans [38–40]. The majority of cupin allergens belong to either the 11S legumin-like or the 7S vicilin-like seed storage globulin families. To better characterize the effect of α-null mutations on the differential expression of allergen genes, particular attention was paid to the cupin protein family in *cgy-2-*NIL. In the present study, 18 genes in Table 8 are annotated as encoding cupin proteins. In general, these genes showed peak expression (in RPKM) at 35 or 50 DAF, with RPKMs ranging from 0 to 52124.19. Most of these cupin genes were downregulated in *cgy-2-*NIL compared with DN47 throughout the five development stages.

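In the authors' RPKM values, 7 of the 18 genes peaked at 35 DAF and 9 at 50 DAF in cgy-2-NIL. In DN47, 8 peaked at 35 DAF and 7 at 50 DAF. The exceptions in both genotypes were GLYMA15G04710, with its peak at 18 DAF, and Gy7, with its peak at 55 DAF. GLYMA10G39170 also peaked at 55 DAF in DN47. The highest mean was that of Gy1 (GLYMA03G32030) in DN47 at 50 DAF, at 52124 ± 4844 RPKM (SD, n = 2). Dividing the RPKM by the TMM factors raised it to 79292 and moved the peak of GLYMA20G28650 in cgy-2-NIL from 35 to 50 DAF.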

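Negative log2 fold changes were found for 11 of the 18 genes at 18 DAF, 16 at 25 DAF, 11 at 35 DAF, 11 at 50 DAF, and 15 at 55 DAF. With genes at the detection floor in both genotypes left out, the negative ones were 6 of 12 at 18 DAF, 10 of 17 at 50 DAF, and 15 of 17 at 55 DAF. With an edgeR adjusted p under 0.05 over all genes tested, 9 lower and 0 higher at 25 DAF, 2 lower and 3 higher at 35 DAF, 2 lower and 2 higher at 50 DAF, and 13 lower and 0 higher at 55 DAF in cgy-2-NIL. At an unadjusted p under 0.05, 0 genes were higher at 25 DAF and 1 at 55 DAF. At 18 DAF 0 genes were called in either direction, and 0 had an unadjusted p under 0.05. Adjusted over the list alone, 12 genes were lower at 25 DAF and the other counts did not change. The study chose the list on these samples, so the list-alone count is not independent evidence.
The median log2 fold change of the list was -0.12 at 18 DAF, -1.69 at 25 DAF, -0.30 at 35 DAF, -0.18 at 50 DAF, and -2.15 at 55 DAF. With genes at the detection floor in 1 genotype set to their bounds, and those at the floor in both left out, it was 0.02 at 18 DAF over 12 genes, -0.17 at 50 DAF over 17, and -2.00 at 55 DAF over 17. With the size factors of DESeq2, 12 genes were lower and 1 higher at 55 DAF. With at least 10 counts required in every library, 5 genes of the list were called at any stage, against 17 in the main fit.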

**Table 8:** Summary of differentially expressed genes (DEGs) annotated as Cupin proteins.

CUPIN DEGs				RPKM												
		18 DAF		Log2 fold change	25 DAF		Log2 fold change	35 DAF		Log2 fold change	50 DAF		Log2 fold change	55 DAF		Log2 fold change
GENE ID	Homologs	*cgy*-2NIL	DN47		*cgy*-2NIL	DN47		*cgy*-2NIL	DN47		*cgy*-2NIL	DN47		*cgy*-2NIL	DN47	
GLYMA10G39150	7S(αˊ-subunit)	1.1597	1.7119	-0.6044	3398.4610	7830.8560	-1.3112	18998.7400	18363.3300	-0.0982	12163.3200	12909.6100	-0.1835	1283.1920	4885.0200	-1.7435
GLYMA20G28650	7S(α-subunit)	0.0000	0.0075	#	2.0333	51.8679	-4.7708	6.1619	90.2581	-4.0533	4.6006	37.4387	-3.1152	0.1290	9.2461	-5.9973
GLYMA20G28660	7S(α-subunit)	0.0000	0.0000	#	0.0265	15.7801	-9.3200	0.1392	91.3088	-9.4945	0.0825	35.4523	-8.8458	0.0000	1.2569	#
GLYMA20G28460	7S(β-subunit)	0.0000	0.0000	#	0.0904	0.5778	-2.8160	291.5820	160.9376	0.6753	1082.1720	718.6699	0.5156	113.0759	508.6404	-1.9759
GLYMA20G28640	7S(β-subunit)	0.0786	0.0721	0.0725	0.2241	3.2988	-3.9921	500.7281	371.2632	0.2595	1258.4940	1091.4660	0.1226	158.1022	606.8583	-1.7488
GLYMA10G03390	7S	1.1380	1.6587	-0.5859	1095.8900	2584.6960	-1.3444	5619.9860	6335.0460	-0.3204	4041.8420	4589.9470	-0.2679	601.9122	3318.1880	-2.2761
GLYMA02G16440	7S	0.7838	0.6071	0.3265	73.8799	260.0706	-1.9291	1747.4270	1922.5170	-0.2792	1811.1770	1356.9570	0.3192	645.7540	586.5564	0.3266
GLYMA10G39170	7S	0.3624	0.3954	-0.1708	47.1786	122.0998	-1.4848	637.6302	734.9372	-0.3510	1636.7760	1094.2250	0.4743	1568.4520	1781.4970	0.0035
GLYMA03G32030	11S(Gy1)	0.0090	0.0887	-3.3269	1519.8480	6668.6300	-2.2490	26382.6200	35866.6200	-0.5813	46783.7600	52124.1900	-0.2404	1808.5410	16498.6800	-2.9965
GLYMA03G32020	11S(Gy2)	0.0140	0.0342	-1.3358	734.0615	3416.8350	-2.3344	16533.9400	21521.1000	-0.5223	33946.0400	36257.4200	-0.1794	1675.7170	11668.7100	-2.6104
GLYMA19G34780	11S(Gy3)	0.0185	0.0341	-0.9092	20.3979	38.4533	-1.0454	4697.7480	4131.7350	0.0606	6783.2350	6454.2300	-0.0397	26.6057	260.1870	-3.1019
GLYMA10G04280	11S(Gy4)	0.0000	0.0506	#	188.9422	1070.9180	-2.6277	14273.1500	18260.9700	-0.4876	18121.2500	21300.1900	-0.3150	429.2719	4996.3280	-3.3479
GLYMA13G18450	11S(Gy5)	0.0000	0.0253	#	93.8437	526.5713	-2.6155	12032.5500	14774.3600	-0.4303	20977.4600	22500.2000	-0.1946	412.3518	4566.2670	-3.2790
GLYMA19G34770	11s(Gy7)	0.2984	0.1888	0.6230	1.8343	1.5277	0.1746	6.6207	5.0027	0.2368	13.16456	6.525997	0.9375	20.80936	17.72077	0.4226
GLYMA08G13440	11S	1.5047	1.5675	-0.1020	6.7538	7.3609	-0.2235	33.4617	43.2815	-0.5304	9.6622	11.0915	-0.2635	0.6632	2.7409	-0.7581
GLYMA15G04710	11S	120.6579	102.0619	0.1985	75.7392	75.3835	-0.0973	62.8506	43.7549	0.3594	21.5767	19.7137	0.0468	3.9780	7.8482	-0.4931
GLYMA16G00980		0.4581	0.2641	0.7496	1.6147	1.3215	0.1921	5.8274	2.7490	0.9221	0.0588	0.1320	-1.2224	0.0000	0.0602	#
GLYMA10G39161		0.0971	0.0990	-0.0746	0.1682	0.3765	-1.2215	2.4629	0.5772	1.9352	0.7714	0.0000	#	0.0849	0.0495	0.9501

Shadowing indicates a significant change in gene expression between ‘*cgy-2* NIL’ and ‘DN47’. RPKM: reads per kilobase of transcript per million reads mapped; DAF: days after flowering. #: One of the data is zero, cannot use multiple expression.

Among the 18 cupin genes, five belong to the β-conglycinin subunit gene family, including Glyma10g39150 encoding the α′-subunit, whereas Glyma20g28460 and Glyma20g28640 encode the β-subunit, and Glyma20g28650 and Glyma20g28660 encode the α-subunit [41] (http://www.Phytozome.net/soybean) (Table 8). The expression of α′-subunit gene (Glyma10g39150) was detected at 18 DAF, which is earlier than both the α-and β-subunit genes and peaked at 35 DAF. 

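At 18 DAF the α′-subunit gene GLYMA10G39150 had 80 and 76 counts in cgy-2-NIL and 93 and 95 in DN47. At the same stage the α-subunit genes had at most 1 count in any library, the β-subunit gene GLYMA20G28460 had none, and GLYMA20G28640 had from 1 to 5.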

Its RPKM level was much higher than both the α- and β-subunit genes during the five developmental stages. 

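At 25 DAF the RPKM of GLYMA10G39150 was 3398 ± 2231 (SD, n = 2) in cgy-2-NIL and 7831 ± 2565 (SD, n = 2) in DN47. At 50 DAF it was 12163 ± 2568 and 12910 ± 3082, against 1082 ± 71.9 and 719 ± 89.8 for GLYMA20G28460 and 1258 ± 3.84 and 1091 ± 6.98 for GLYMA20G28640. Reads that fit more than 1 gene of this family could have been left out by the authors' counting, so differences in level between its members are uncertain.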

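For GLYMA10G39150 the log2 fold change was -0.59 (standard error 0.53, edgeR adjusted p = 0.821) at 18 DAF, -1.30 (0.45, adjusted p = 0.0863) at 25 DAF, -0.10 (0.44, adjusted p = 0.926) at 35 DAF, -0.18 (0.44, adjusted p = 0.851) at 50 DAF, and -1.76 (0.45, adjusted p = 0.00415) at 55 DAF. In the main fit only the difference at 55 DAF passed the threshold over all genes tested, and the value at 25 DAF ranged from -2.21 to -0.74 with 1 library left out. Adjusted over the list alone, that at 25 DAF also passed it (edgeR adjusted p = 0.0154). Over all genes the difference at 25 DAF passed it with the DESeq2 Wald test, limma-voom, the exact test, and the replicate block, and that at 18 DAF with the fit to the 4 libraries of the stage and the exact test. In RPKM at 35 DAF the mean was 18999 ± 3154 (SD, n = 2) in cgy-2-NIL and 18363 ± 1218 (SD, n = 2) in DN47.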

Glyma10g39150 (α′-gene) showed downregulated expression throughout the five development stages in *cgy-2-*NIL (Table 8). Notably, the α-null mutation was associated with significantly reduced expression of both α-subunit genes, Glyma20G28650 and Glyma20G28660, in proportional amounts. 

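For GLYMA20G28650 the log2 fold change was -4.77 (standard error 0.43, edgeR adjusted p = 0.000542) at 25 DAF, -4.05 (0.40, adjusted p = 0.000185) at 35 DAF, -3.12 (0.39, adjusted p = 0.000587) at 50 DAF, and -6.00 (0.60, adjusted p = 7.76e-06) at 55 DAF. In cgy-2-NIL its replicates had 174 and 115 counts at 25 DAF, 404 and 346 at 35 DAF, 325 and 238 at 50 DAF, and 15 and 1 at 55 DAF. In DN47 they had 3148 and 2939 counts at 25 DAF, 5494 and 4359 at 35 DAF, 2092 and 1628 at 50 DAF, and 560 and 459 at 55 DAF. With 1 library left out, its log2 fold change at 55 DAF ranged from -8.91 to -5.10. At the same stage GLYMA20G28660 was at least 17.7-fold lower in cgy-2-NIL (edgeR adjusted p = 4.1e-06). Over the stages together the log2 fold change of GLYMA20G28650 was -4.27 (edgeR adjusted p = 2.51e-06), and its interaction with stage did not pass the threshold (adjusted p = 0.0543). Since the counting could have divided reads between these paralogs, their counts were also summed. The log2 ratio of the summed normalized counts was -5.04 at 25 DAF, -4.84 at 35 DAF, -3.87 at 50 DAF, and -6.15 at 55 DAF. Shared reads that the counting left out are missing from these sums as well.

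**Figure D3:**
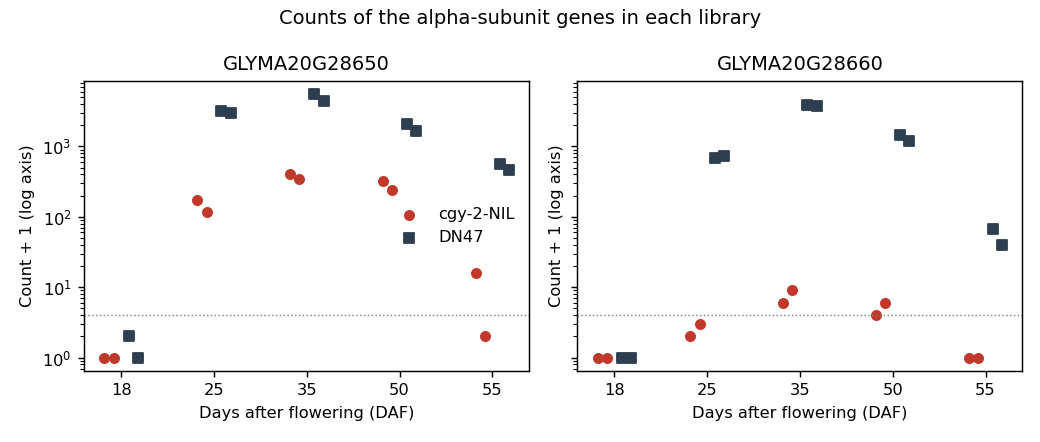
Counts plus 1 of the α-subunit genes GLYMA20G28650 (left) and GLYMA20G28660 (right) in each of the 20 libraries, on a log axis, against days after flowering for cgy-2-NIL and DN47; the dotted line is the detection floor of 3 counts. From 25 to 55 DAF every DN47 library lies above every cgy-2-NIL library of its stage in both panels.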

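In cgy-2-NIL the mean RPKM of GLYMA20G28650 was 2.03 ± 0.850 (SD, n = 2) at 25 DAF, 6.16 ± 1.09 at 35 DAF, 4.60 ± 1.73 at 50 DAF, and 0.129 ± 0.161 at 55 DAF. That of GLYMA20G28660 was 0.0265 ± 0.00914 at 25 DAF, 0.139 ± 0.0363 at 35 DAF, 0.0825 ± 0.0162 at 50 DAF, and 0 at 55 DAF. If reads were divided between them, the level of each would be uncertain, which was not tested.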

The expression level of Glyma20g28650 was consistently higher than Glyma20G28660 from 25 to 55 DAF in *cgy-2-*NIL. The two genes showed almost no expression at 18 DAF, and began to be highly expressed at 25 DAF, showing peak expression at 35 DAF, which then declined until 55 DAF in DN47. 

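In DN47 the mean RPKM of GLYMA20G28650 was 51.9 ± 3.78 (SD, n = 2) at 25 DAF, 90.3 ± 14.2 at 35 DAF, 37.4 ± 7.18 at 50 DAF, and 9.25 ± 1.86 at 55 DAF. That of GLYMA20G28660 was 15.8 ± 0.204 at 25 DAF, 91.3 ± 1.56 at 35 DAF, 35.5 ± 5.35 at 50 DAF, and 1.26 ± 0.517 at 55 DAF. Their levels differed by less than the replicate spread at 35 and 50 DAF.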

Similar expression patterns of Glyma20G28650 and Glyma20G28660 were found in *cgy-2-*NIL; however, the level of expression of Glyma20G28650 was much lower in *cgy-2-*NIL than in DN47 at the same stage, while Glyma20G28660 was barely expressed throughout the five developmental stages in *cgy-2-*NIL. 

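Divided by the TMM factors, the RPKM of GLYMA20G28650 in cgy-2-NIL was highest at 50 DAF, at 6.63. The highest count of GLYMA20G28660 in a cgy-2-NIL library was 8, at 35 DAF. The paper states that the α-null mutation went with reduced expression of both α-subunit genes.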

The two β-subunit genes of β-conglycinin, Glyma20g28460 and Glyma20g28640, also showed different expression levels between *cgy-2-*NIL and DN47. 

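The interaction of genotype and stage was significant for both β-subunit genes, with an edgeR adjusted p of 0.00123 for GLYMA20G28460 and 4.51e-05 for GLYMA20G28640. Over the stages together neither gene differed significantly (log2 fold change -0.49, edgeR adjusted p = 0.456, and -0.98, adjusted p = 0.114). The counts of these paralogs were also summed, since the counting could have divided their reads. The log2 ratio of the summed normalized counts was -3.73 at 25 DAF, 0.40 at 35 DAF, 0.29 at 50 DAF, and -1.87 at 55 DAF. Reads left out by the counting are not recovered in these sums.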

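At 25 DAF, GLYMA20G28460 had 3 and 5 counts in cgy-2-NIL and 32 and 8 in DN47 (log2 fold change -2.68, standard error 0.79, edgeR adjusted p = 0.0577), and GLYMA20G28640 had 12 and 8 against 153 and 89 (-3.98, 0.43, adjusted p = 0.000387). The value of GLYMA20G28460 at 25 DAF ranged from -3.43 to -1.28 with 1 library left out. At 55 DAF the log2 fold change was -2.00 (standard error 0.32, edgeR adjusted p = 0.000213) for GLYMA20G28460 and -1.77 (0.27, adjusted p = 5.14e-05) for GLYMA20G28640. The differences at 35 DAF (0.68 and 0.26, edgeR adjusted p = 0.170 and 0.554) and at 50 DAF (0.52 and 0.13, adjusted p = 0.286 and 0.806) were positive and did not pass the threshold in the main fit. With the DESeq2 Wald test and the exact test GLYMA20G28460 passed it at 25 DAF, and with limma-voom at 35 DAF.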

The expression levels of Glyma20g28460 and Glyma20g28640 in *cgy-2-*NIL were lower than those in DN47 at 25 DAF (by 2.8160-fold and 3.9921-fold, respectively), and at 55DAF (by 1.9759- and 1.7488-fold, respectively); However, in the other stages (35 and 50 DAF), the two β-subunit genes in *cgy-2-*NIL showed higher expression (Log2 fold change from 0.1226 to 0.6753) than in DN47.

In addition, another six differentially expressed gene IDs matched glycinin subunit genes *Gy1-7* (Glyma03g32030 to *Gy1*, Glyma03g32020 to *Gy2*; Glyma19g34780 to *Gy3*; Glyma10g04280 to *Gy4*; Glyma13g18450 to *Gy5*; Glyma19g34770 to *Gy7*) [42–44]. Among these six genes, the expressions of *Gy1*, *Gy2*, *Gy4*, and *Gy5* in *cgy-2*-NIL were all lower than that in DN47 throughout five developing stages, and these genes showed a similar pattern of expression, i.e., starting at about 18–25 DAF, showing a peak in RPKM at 50 DAF, and then declining rapidly thereafter (Table 8). 

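At 25 DAF the log2 fold change was -2.23 for Gy1 (standard error 0.58, edgeR adjusted p = 0.0256), -2.32 for Gy2 (0.53, adjusted p = 0.0137), -2.61 for Gy4 (0.68, adjusted p = 0.0296), and -2.60 for Gy5 (0.62, adjusted p = 0.0206). These values ranged from -3.47 to -1.43 for Gy1, from -3.52 to -1.52 for Gy2, from -4.06 to -1.35 for Gy4, and from -3.69 to -1.29 for Gy5 with 1 library left out. At 55 DAF it was -3.02 for Gy1 (standard error 0.60, edgeR adjusted p = 0.000534), -2.63 for Gy2 (0.53, adjusted p = 0.000676), -3.37 for Gy4 (0.70, adjusted p = 0.00110), and -3.30 for Gy5 (0.64, adjusted p = 0.000649). At 35 and 50 DAF the log2 fold changes of these genes lay between -0.58 and -0.17, with the smallest edgeR adjusted p at 0.530. At 18 DAF none of them had more than 7 counts in a library, so a difference was not detectable at this depth.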

The expression level of *Gy3* in *cgy-2-NIL* was lower than that in DN47 at 18, 25, and 55 DAF, but higher at 35 and 50 DAF. 

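For Gy3 (GLYMA19G34780) the log2 fold change was -1.03 (standard error 0.76, edgeR adjusted p = 0.466) at 25 DAF, 0.06 (0.74, adjusted p = 0.984) at 35 DAF, -0.04 (0.74, adjusted p = 1.00) at 50 DAF, and -3.12 (0.81, adjusted p = 0.00625) at 55 DAF. At 35 DAF the sign changed to -0.05 with limma-voom and with the replicate block. With 1 library left out, the value at 35 DAF ranged from -0.71 to 0.57. At 18 DAF both genotypes were at the detection floor. At 50 DAF the replicates had 385055 and 149423 counts in cgy-2-NIL and 295244 and 129853 in DN47, and with 1 library left out the log2 fold change ranged from -1.16 to 0.86 at 50 DAF and from -1.96 to 0.43 at 25 DAF.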

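For Gy7 (GLYMA19G34770) the mean RPKM at 50 DAF was 13.2 ± 4.40 (SD, n = 2) in cgy-2-NIL and 6.53 ± 1.28 (SD, n = 2) in DN47. At this stage Gy3, the lowest of Gy1 to Gy5, had 6783 ± 5078 and 6454 ± 3636. At 55 DAF the RPKM of Gy3 was 26.6 ± 5.55 in cgy-2-NIL and 260.2 ± 5.77 in DN47.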

*Gy7* expression was drastically lower than the other five glycinin genes, both in *cgy-2-NIL* and DN47 from 25 DAF to 55 DAF. Furthermore, *cgy-2-NIL* had higher expression levels of *Gy7* than that in DN47 throughout the five stages examined in the present study.

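For Gy7 the log2 fold change was 0.62 (standard error 0.50, edgeR adjusted p = 0.780) at 18 DAF, 0.17 (0.26, adjusted p = 0.747) at 25 DAF, 0.24 (0.20, adjusted p = 0.479) at 35 DAF, 0.95 (0.20, adjusted p = 0.00430) at 50 DAF, and 0.40 (0.18, adjusted p = 0.0858) at 55 DAF. In the main fit only the difference at 50 DAF passed the threshold, and its value ranged from 0.58 to 1.23 with 1 library left out. The difference at 55 DAF passed it with the size factors of DESeq2, the DESeq2 Wald test, limma-voom, and the fit to the 4 libraries of the stage. Over the stages together the log2 fold change was 0.47 (edgeR adjusted p = 0.0233), and the interaction with stage was not significant (adjusted p = 0.179).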

### qRT-PCR validation of differential gene expression in *cgy-2-*NIL and DN47

We used qRT-PCR to validate selected DEGs identified from the RNA-seq data. Six DEGs (GLYMA06G02690, GLYMA07G39650, GLYMA11G33720, GLYMA12G34420, GLYMA18G04500 and GLYMA20G28530) that were differentially expressed in all five stages were selected, which included up- and downregulated genes between *cgy-2-*NIL and DN47. 

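In the RNA-seq counts, GLYMA12G34420 had an edgeR adjusted p under 0.05 at 4 stages, GLYMA06G02690 and GLYMA07G39650 at 2, and GLYMA11G33720, GLYMA18G04500, and GLYMA20G28530 at 1. GLYMA20G28530 had no counts in any library at 50 and 55 DAF. GLYMA06G02690 was at the detection floor in both genotypes at 25 DAF.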

The relative expression changes of the selected genes are shown in Fig 3: a positive correlation (R^2^ = 0.6069) between the RNA-seq data and qRT-PCR data was detected (Fig 3B). 

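In the RNA-seq counts, GLYMA12G34420 was lower in cgy-2-NIL at 18 DAF, and its log2 fold change was 0.94 (standard error 0.27, edgeR adjusted p = 0.0440) at 25 DAF and 2.16 (0.27, adjusted p = 1.48e-05) at 55 DAF. GLYMA07G39650 had a log2 fold change of 1.08 (standard error 0.32, edgeR adjusted p = 0.0554) at 25 DAF and of -2.63 (0.58, adjusted p = 0.00866) at 50 DAF. For GLYMA06G02690 it was -1.23 (standard error 0.37, edgeR adjusted p = 0.0356) at 50 DAF. This gene had 3 and 4 counts in cgy-2-NIL and 1 and 1 in DN47 at 18 DAF (edgeR adjusted p = 0.908), and 5 and 17 against 0 and 2 at 35 DAF (adjusted p = 0.205), with DN47 at the detection floor at both stages. The difference at 35 DAF passed the threshold with the DESeq2 Wald test, the exact test, and the replicate block. GLYMA11G33720 had log2 fold changes of -0.06 at 18 DAF and -1.83 at 55 DAF (edgeR adjusted p = 0.968 and 2.87e-07). GLYMA18G04500 stayed between -0.11 and -0.02 from 18 to 50 DAF and was -1.50 (standard error 0.17, edgeR adjusted p = 2.94e-06) at 55 DAF. Its sign changed at 25 DAF, to 0.00283, when at least 10 counts were required in every library. GLYMA20G28530 had a log2 fold change of 1.06 (standard error 0.27, edgeR adjusted p = 0.0338) at 25 DAF. Leaving out 1 library gave ranges from -3.97 to -1.82 for GLYMA07G39650 at 50 DAF, from -1.98 to -0.67 for GLYMA06G02690 at 50 DAF, and from 0.68 to 1.60 for GLYMA20G28530 at 25 DAF.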

All six selected genes showed consistent up or downregulated expression patterns throughout all five detected stages, respectively, confirming the RNA-seq data (Fig 3C).

## Discussion

The α-subunit is one of the major components of soybean seed storage proteins; therefore, the complete deficiency of the α-subunit should change the gene’ expression profiles and metabolic pathways during seed maturation. NILs are valuable genetic resources to identify genomic regions and alleles responsible for trait variation [45], and are also particularly suitable for genetic analyses of transcriptome and proteome variations. To further understand the potential mechanisms involved in the regulation of the α-null mutation, we have used RNA-seq to investigate global gene expression changes over five stages of soybean cotyledon development in seeds of α-subunit-deficient NIL lines (*cgy-2-*NIL). We have identified several critical genes that were possibly associated with the α-null mutation. 

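With 1 library left out at a time, the log2 fold change of GLYMA20G28660 ranged from -9.90 to -9.13 at 35 DAF and from -9.03 to -8.50 at 50 DAF. Its interaction with stage was not significant (edgeR adjusted p = 0.914). Whether reads were divided between it and GLYMA20G28650 was not tested.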

Only Glyma20G28660 was annotated as the α-subunit gene of β-conglycinin, and appeared to be significantly downregulated throughout the three green stages (25, 35, and 50 DAF) of development studied here. Surprisingly, at 55 DAF (the desiccating stage of development), the number of DEGs was the highest. This observation is consistent with the results of a previous report [26], in which many genes showed peak expression at the latter stages of seed maturation. These genes were annotated as being TFs or related to protein degradation [26]. Our analyses have also resulted in the identification of interesting late expressed DEGs (at 55 DAF). In particular, Glyma16G03600, which is involved in cysteine and methionine metabolism, was upregulated by 7.56-fold in ‘*cgy-2-*NIL’, and Glyma04G02660 and Glyma06G02690, which were annotated as gibberellin-regulated protein genes. We also predicted many novel candidate genes that were associated with the α-null mutation, which provide a strong basis for future research on determining the molecular mechanism of α-subunit-null deficiency. To determine whether the differential expression of genes such as Glyma16G03600, Glyma04G02660, and Glyma06G02690 have a direct relation to α-subunit-null mutation, the function of these DEGS will be studied by RNA interference or by overexpression in transgenic plants in the future. This could lead to a better understanding of the molecular regulation of storage protein subunit accumulation in the α-null mutant.

The cupins are a large superfamily, named on the basis of a conserved ‘double-stranded *β*-helix’ barrel-like structure (‘*cupa*’ means ‘small barrel’ in Latin). The majority of cupin allergens were originally discovered using a conserved motif found within the 7S vicilin-like or 11S legumin-like seed storage globulin families from higher plants [46]. The cupin superfamily of proteins possesses remarkable functional diversity, with representatives found in the Archaea, Eubacteria, and Eukaryota [47–49]. Previous studies characterized the majority of cupin allergens as belonging to either the 11S legumin-like or 7S vicilin-like seed storage globulin families. In our study, 16 storage protein subunit genes, eight 7S-related subunits, and eight 11S-related subunits were included in the cupin group (Table 8).

Soybean seeds contain between 35 and 45% protein on a dry weight basis, of which about 70% consists of the two major storage proteins, 7S globulin (β-conglycinin) and 11S (glycinin). Development changes in the synthesis of β-conglycinin and glycinin have been described previously [50,25,26]. 

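The mean share of the 18 cupin genes in all counts was 0.0180% in cgy-2-NIL and 0.0156% in DN47 at 18 DAF, and 1.42% and 4.25% at 25 DAF. It was 18.2% and 21.7% at 35 DAF, 25.1% and 27.2% at 50 DAF, and 1.57% and 8.52% at 55 DAF. In percentage points the replicates differed most at 50 DAF in cgy-2-NIL, with 30.1% and 20.2%, and as a ratio at 25 DAF in cgy-2-NIL, with 2.09% and 0.745%.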

In the present study, the expression of various subunit gens of β-conglycinin and glycinin in both *cgy-2*-NIL and DN47 showed similar developmental expression patterns: they presented a bell-shaped pattern of expression that started at 18–25 DAF, reached a maximum at 35 DAF or 50 DAF, and declined rapidly thereafter. 

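Gy2 (GLYMA03G32020) reached 33946 ± 8984 RPKM (SD, n = 2) in cgy-2-NIL and 36257 ± 2989 (SD, n = 2) in DN47 at 50 DAF. Gy4 (GLYMA10G04280) reached 18121 ± 4257 and 21300 ± 872, and Gy5 (GLYMA13G18450) reached 20978 ± 7209 and 22500 ± 4975 at the same stage. At 35 DAF the means of these genes in cgy-2-NIL were 16534 ± 4154 for Gy2, 14273 ± 4945 for Gy4, and 12032 ± 3825 for Gy5. For Gy4 the difference between these stages in cgy-2-NIL was smaller than the SD of either.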

The α′-and α-subunit genes of β-conglycinin reached their expression peaks (at 35 DAF) before the β-subunit genes of β-conglycinin and five glycinin, *Gy1*–*Gy5* subunit genes (at 50 DAF). These results were similar to earlier observations [50, 25, 26]. However, the expression levels of 18 cupin genes in *cgy-2*-NIL were significantly different to those in DN47. 

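Of the 18 genes, 17 had an edgeR adjusted p under 0.05 at 1 or more stages. The gene without a call was GLYMA10G39170, whose log2 fold change at 55 DAF was -0.02 (standard error 0.44, edgeR adjusted p = 1.00) and 0.06 with the size factors of DESeq2. GLYMA10G39161 had a log2 fold change of 1.93 (standard error 0.51, edgeR adjusted p = 0.0200) at 35 DAF. For GLYMA16G00980 it was 0.92 (standard error 0.28, edgeR adjusted p = 0.0400) at the same stage. GLYMA08G13440 was lower at 55 DAF, with -1.87 (standard error 0.70, edgeR adjusted p = 0.0453).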

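Taking the α′-, α-, and β-subunit genes and Gy1 to Gy5 as 10 genes, 7 had an edgeR adjusted p under 0.05 and a negative log2 fold change at 2 or more stages. The other 3, GLYMA10G39150 (α′), GLYMA20G28460 (β), and GLYMA19G34780 (Gy3), were called lower at 55 DAF only in the main fit. With the DESeq2 Wald test and the exact test GLYMA10G39150 and GLYMA20G28460 were also called lower at 25 DAF, GLYMA10G39150 there also with limma-voom and the replicate block. At 18 DAF GLYMA10G39150 was called lower with the fit to the 4 libraries of the stage and the exact test.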

The α-null mutation caused almost all the β-conglycinin (α′-, α-, and β-subunit) genes and glycinin (Gy1-, Gy2-, Gy3-, Gy4-, Gy5-, -subunits) genes to show downregulated expression in at least two stages of development studied here. The expressions of various β-conglycinin and glycinin subunit genes were regulated coordinately in the *cgy-2*-NIL, which might be responsible for the altered amino acid composition and improved protein quality.

Previous analysis of β-conglycinin-deficient lines revealed that the loss of β-conglycinin was compensated for by an increase in the abundance of glycinin [1]. Glycinin, an 11S globulin, is the predominant seed storage protein in soybean, and makes an important contribution to the nutritional quality of soy protein. In the present study, compared with DN47, the α-null mutation caused glycinin *Gy3* to be upregulated at 35 DAF and *Gy7* was upregulated throughout all five stages. To date, five glycinin genes, *Gy1*–*Gy5* have been described in detail. *Gy4* and *Gy5* encode proteins that have lower concentration of sulfur amino acids than the proteins derived from *Gy1*, *Gy2*, and *Gy3* [51]. Furthermore, Belinson et al. [44] identified and mapped a new functional glycinin gene, *Gy7*, which encodes the sixth glycinin subunit Gy7. Their data revealed that the steady-state amount of mRNA encoding Gy7 at seed mid-maturation is an order of magnitude less than the mRNA encoding the five other glycinin subunits [44]. Similar results were obtained in our study, which further confirmed that the *GY7* gene has a lower expression level than the five other glycinin subunits from 25 to 55 DAF, both in *cgy-2-*NIL and DN47. To date, little is known about the effect of the Gy7 subunit on protein nutritional quality, tofu-making quality, and its health benefits. 

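The mean RPKM of Gy7 was 0.298 ± 0.0946 at 18 DAF, 1.83 ± 0.419 at 25 DAF, and 6.62 ± 0.959 at 35 DAF in cgy-2-NIL (SD, n = 2), and 0.189 ± 0.10, 1.53 ± 0.245, and 5.00 ± 0.777 in DN47. At 55 DAF it was 20.8 ± 0.646 and 17.7 ± 1.83. The differences at these 4 stages did not pass the threshold in the main fit.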

Different from the other five glycinin genes, *GY7* expression in *cgy-2-*NIL slightly exceeded that of DN47 throughout the five stages identified in the present study, and showed a unique developmental expression pattern in both *cgy-2-*NIL and DN47, i.e., increased from the 18 DAF until reaching a peak at 55 DAF. The upregulated expressions of *Gy3* and *Gy7* might, at least in part, contribute to the modified final seed protein content in *cgy-2*-NIL.

## Conclusions

We present an overview of genes whose expression was affected by the ‘α-null’ mutation in soybeans. A number of soybean genes with annotations related to cupin allergen proteins, transcription factors, and other processes were differentially expressed in *cgy-2-*NIL. Some of these genes may be candidates for hypoallergenic soybean breeding. The *cgy-2* allele in the homozygous form modified the expression level of various β-conglycinin and glycinin cupin-family-genes. The desiccating stage of development (55DAF), is a critical period of differential gene expression. Our findings will help provide a detailed understanding of the α-subunit-null mechanism. In addition, the *cgy-2* allele was validated as an effective and useful allele for soybean breeding programs that aim to modify protein quality and reduce allergenicity.

## References

[1] OgawaT, TayamaE, KitamuraK, KaizumaN. Genetic improvement of seed storage proteins using three variant alleles of 7S globulin subunits in soybean (*Glycine max L*.). Jpn J Breed. 1989;39: 137–147.

[2] TakahashiM, UematsuY, KashiwabaK, YagasakiK, HajikaM, MatsunagaR, et al Accumulations of high levels of free amino acids in soybean seeds through integration of mutations conferring seed protein deficiency. Planta. 2003;217: 577–586. 1268478710.1007/s00425-003-1026-3

[3] KitaY, NakamotoY, TakahashiM, KitamuraK, WakasaK, IshimotoM. Manipulation of amino acid composition in soybean seeds by the combination of deregulated tryptophan biosynthesis and storage protein deficiency. Plant Cell Rep. 2010;29: 87–95. 10.1007/s00299-009-0800-5 19943163

[4] HaradaK, HayashiM, TsubokuraY. Genetic variation of globulin composition in Soybean Seeds. Agricultural Research Updates. 2013; 101–116.

[5] OgawaA, SamotoM, TakahashiK. Soybean allergens and hypoallergenic soybean products. J Nutr Sci Vitaminol. 2000;46: 271–279. 1122779810.3177/jnsv.46.271

[6] TakahashiK, ShimadaS, ShimadaH, TakadaY, SakaiT, KonoY, et al A new soybean cultivar “Yumeminori” with low allergenicity and high content of 11S globulin. Bull Natl Agric Res Cent Tohoku Reg. 2004;102: 23–39.

[7] KitamuraK, KaizumaN. Mutant strains with low level of subunits of 7S globulin in soybean (*Glycine max Merillr*.) seeds. Jpn J Breed. 1981;31: 353–359.

[8] HaradaK, ToyokawaY, KitamuraK. Genetic analysis of the most acidic 11S globulin subunit and related characters in soybean seeds. Jpn J Breed. 1983;33: 23–30.

[9] OdanakaH, KaizumaN. Mutants on soybean storage proteins induced with γ-ray irradiation. Jpn J Breed. 1989;39(Suppl.): 430–431.

[10] TakahashiK, BanbaH, KikuchiA, ItoM, NakamuraS. An induced mutant line lacking the α-subunit of β-conglycinin in soybean (*Glycine max (L*.*) Merrill*). Breed Sci. 1994;46: 65–66.

[11] HajikaM, TakahashiM, SakaiS, IgitaM. A new genotype of 7S globulin (β-conglycinin) detected in wild soybean (*Glycine soja Sieb*. *EtZucc*.). Breed Sci. 1996;46: 385–386.

[12] SongB, ShenLW, WeiXS, GuoBW, TuoY, TianFD, LiWB, LiuSS. Marker-assisted backcrossing of a null allele of the α-subunit of soybean (*Glycine max*) β-conglycinin with a Chinese soybean cultivar. Plant Breeding. 2014;133(5): 638–648.

[13] HajikaM, SakaiS, MatsunagaR. Dominant inheritance of a trait lacking b-conglycinin detected in a wild soybean line. Breed Sci. 1998;48: 383–386.

[14] HajikaM, TakahashiK, YamadaT, KomakiK, TakadaY, ShimadaH, et al Development of a new soybean cultivar for soymilk, “Nagomimaru”. Crop Sci. 2009;10: 1–20.

[15] ThanhVH, ShibasakiK. Major proteins of soybean seeds: subunit structure of beta-conglycinin. J Agric Food Chem. 1978;26: 692–695.

[16] KoshiyamaI. Chemical and physical protein in soybean globulins. Cereal Chem. 1968;45: 394–404.

[17] OgawaT, BandoN, TsujiH, NishikawaK, KitamuraK. Alpha-subunit of beta-conglycinin, an allergenic protein recognized by IgE antibodies of soybean-sensitive patients with atopic dermatitis. Biosci Biotechnol Biochem. 1995;59: 831–833. 778729710.1271/bbb.59.831

[18] FuCJ, JezJM, KerleyMS, AlleeGL, KrishnanHB. Identification, characterization, epitope mapping, and three dimensional modeling of the alpha-subunit of beta-conglycinin of soybean, a potential allergen for young pigs. J Agric Food Chem. 2007;55: 4014–4020. 1743915210.1021/jf070211o

[19] HolzhauserT, WackermannO, Ballmer-WeberBK, Bindslev-JensenC, ScibiliaJ, Perono-GaroffoL, et al Soybean (*Glycine max*.) allergy in Europe: Gly m 5 (beta-conglycinin) and Gly m 6 (glycinin) are potential diagnostic markers for severe allergic reactions to soy. J Allergy Clin Immunol. 2009;123: 452–458. 10.1016/j.jaci.2008.09.034 18996574

[20] KrishnanHB, KimWS, JangS, KerleyMS. All three subunits of soybean beta-conglycinin are potential food allergens. J Agric Food Chem. 2009;57: 938–943. 10.1021/jf802451g 19138084

[21] TsukadaY, KitamuraK, HaradaK, KaizumaN. Genetic analysis of subunits of two major storage protein (β-conglycinin and glycinin) in soybean seeds. Japan. J. Breed. 1986;36: 390–400.

[22] KitamuraK, DavisCS, NielsenNC. Inheritance of alleles of Cgy1 and Cgy4 storage protein genes in soybean. Theor Appl Genet. 1984; 68: 253–257. 10.1007/BF00266899 24259062

[23] TakahashiK, MizunoY, YunotoS, KitamuraK, NakamuraS. Inheritance of α subunit deficiency of β-conglycinin in soybean (*Glycine max L*. *MERRILL*) line induced by γ-ray irradiation. Breeding Science. 1996;46: 251–255.

[24] NarikawaT, TamuraT, YagasakiK, TerauchiK, SanmiyaK, IshimaruY, et al Expression of the stress-related genes for glutathione S-transferase and ascorbate peroxidase in the most-glycinin-deficiency soybean cultivar Tousan205 during seed maturation. Biosci Biotechnol Biochem. 2010;74(9): 1976–1979. 2083413810.1271/bbb.100479

[25] AsakuraT, TamuraT, TerauchiK, NarikawaT, YagasakiK, IshimaruY, et al Global gene expression profiles in development soybean seeds. Plant Physiol Biochem. 2012;52: 147–153. 10.1016/j.plaphy.2011.12.007 22245912

[26] JonesSI, GonzalexDO, VodkinLO. Flux of transcript patterns during soybean seed development. BMC Genomics. 2010;11: 136 10.1186/1471-2164-11-136 20181280PMC2846912

[27] JonesSI, VodkinLO. Using RNA-Seq to profile soybean seed development from fertilization to maturity. PLOS ONE. 2013;8: 1–12.10.1371/journal.pone.0059270PMC359865723555009

[28] LaemmliUK. Cleavage of structural proteins during the assembly of the head bacteriophage T4. Nature. 1970;277: 680–685.10.1038/227680a05432063

[29] FAO/WHO. Protein quality evaluation. Report of the joint FAO/WHO expert consultation Rome: FAO Food and Nutrition; 1991 pp. 51.

[30] MitchellHH. The wastage of nutrients in metabolism: proteins and amino acids. Comparative nutrition of man and domestic animals New York: Academic Press; 1964 pp. 567–659.

[31] Hidvegi M. Bekes F. Mathematical of protein quality from amino acid composition. In: Lasztity R, Hidvegi M, editors. Processing of the International Association of the Cereal Chemistry Symposium. Budapest: Akademiaikiado; 1984. pp. 205–286.

[32] OserBL. An integrated essential amino acid index for predicting the biological value of proteins In: AlbaneseAA, editor. Protein and amino acid nutrition. New York: Academic Press; 1959 pp. 281–295.

[33] GuoQQ, Ma.XJ. WeiSG. BaiLH. FuJE. DongSK, LiuLJ, ZuW. Isolation of RNA from uncaria with medicinal plant. Crop. 2013;5: 80–83.

[34] MortazaviA, WilliamsBA, et al Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nature Methods. 2008;5(7): 621–628. 10.1038/nmeth.1226 18516045PMC13303166

[35] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biol. (DESeq). 2010;11(10): R106 10.1186/gb-2010-11-10-r106PMC321866220979621

[36] YoungMD, WakefieldMJ, SmythGK, OshlackA. Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biology. (GOseq). 2010;11(2): R14 10.1186/gb-2010-11-2-r14PMC287287420132535

[37] LivakKJ, SchmittgenTD. Analysis of relative gene expression data using real-time quantitative PCR and the 2^-ΔΔCT^ method. Methods. 2011:25(4): 402–408.10.1006/meth.2001.126211846609

[38] LeitnerA, Jensen-JarolimE, GrimmR, WuthrichB, EbnerH, ScheinerO, et al Allergens in pepper and paprika immunologic investigation of the celery-birch-mugwort-spice syndrome. Allergy. 1998;53: 36–4110.1111/j.1398-9995.1998.tb03771.x9491227

[39] BurkAW, BrooksJR, SarnpsonHA. J. Allergenicity of major component proteins of soybean determined by enzyme-linked immunosorbent assay (ELISA) and immunoblotting in children with atopic dermatitis and positive soy challenges. Allergy Clin Immunol. 1988;81(6): 1135–114210.1016/0091-6749(88)90881-03379225

[40] RabjohnP, HelmEM, StanleyJS, WestCM, SampsonHA, BurksAW, et al Molecular cloning and epitope analysis of the peanut allergen Ara h 3. Clin Invest. 1999;103 (4): 535–54210.1172/JCI5349PMC40810410021462

[41] DaviesCS, CoatesJB, NielsenNC. Inheritance and biochemical analysis of four electrophoretic variants of β-conglycinin from soybean.Theor Appl Genet. 1985;71: 351–358. 10.1007/BF00252079 24247406

[42] ScallonB, ThanhVH, FloenerLA, NielsenNC. Identification and characterization of DNA clones encoding group-II glycinin subunits. Theor Appl Genet. 1985;70: 510–519. 10.1007/BF00305984 24253061

[43] NielsenNC, DickinsonCD, ChoTJ, ThanhVH, ScallonBJ, FischerRL, et al Characterization of the glycinin gene family in soybean. Plant Cell. 1989;1: 313–328. 248523310.1105/tpc.1.3.313PMC159764

[44] BeilinsonV, ChenZ, ShoemakerRC, FischerRL, GoldbergRB, NielsenNC. Genomic organization of glycinin genes in soybean. Theor Appl Genet. 2002;104: 1132–1140. 1258262310.1007/s00122-002-0884-6

[45] MuehlbauerGJ, SpechtJE, Thomas-ComptonMA, StaswickPE, BernardRL. Near-isogenic lines a potential resource in the integration of conventional and molecular marker linkage maps. Crop Sci. 1988;28: 279–735.

[46] DunwellJM. Cupins: a new superfamily of functionally diverse proteins that include germins and plant storage proteins. Biotechnol Genet Eng Rev. 1998;15: 1–32. 957360310.1080/02648725.1998.10647950

[47] DunwellJM. Microbial relatives of seed storage proteins: conservation of motifs in a functionally diverse superfamily of enzymes. J Mol Ebol. 1998;46: 147–154.10.1007/pl000062899452516

[48] DunwellJM, CulhamA, CarterCE, Sosa-AguirreCR, GoodenoughPW. Evolution of functional diversity in the cupin superfamily. Trends Biochem Sci. 2001;26: 740–746. 1173859810.1016/s0968-0004(01)01981-8

[49] DunwellJM, PurvisA, KhuriS. Cupins: the most functionally diverse protein superfamily? Phytochemistry. 2004;65: 7–17. 1469726710.1016/j.phytochem.2003.08.016

[50] MeinkeDW, ChenJ, BeachyRN. Expression of storage-protein genes during soybean seed development. Planta. 1981;153: 130–139. 10.1007/BF00384094 24276763

[51] NiselsenNC, BassunerR, BeamanTW. The biochemistry and cell biology of embryo storage proteins In: LarkinsBA, VasilIK, editors. Cellular and molecular biology of plant seed development. Dordrecht: Kluwer Academic Publishers; 1997 pp. 151–220.

How the deposited data were processed for this re-analysis (not part of the article)

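Whole seeds of 2 near-isogenic soybean lines, cgy-2-NIL and DN47, were measured by RNA-seq at 5 stages (18, 25, 35, 50, and 55 DAF), with 2 biological replicates per line and stage. The 20 libraries form 10 groups, and each column of both tables was assigned to its group by its label, with 0 columns left without a sample.

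The authors mapped the cleaned reads to the soybean genome and its genes in Ensembl Plants release 23 and counted the reads per gene with HTSeq, and these counts were deposited as whole numbers without normalization. The RPKM values were computed by the authors from these counts, with 1 length per gene and the total count of each library, and were not scaled between libraries. The aligner and the strand setting are not stated in the methods. Both tables list 57274 genes. Of the 59048 genes of the reference annotation used here, 0 carried an identifier of the tables, so no coordinates are given, and chromosomes are read from the identifiers.

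The total count per library was between 18492047 and 30555808. A gene with at most 3 counts in each library of a group was taken to be at the detection floor, and a fold change against such a group is given as a lower bound computed against 3 counts. Levels are the mean and SD of the RPKM of 2 libraries.

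Counts were filtered with filterByExpr, normalized by TMM, and tested in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood F test and robust quasi-likelihood dispersions, in 1 model with a mean for each of the 10 groups, which leaves 10 residual degrees of freedom. Of the genes, 40721 passed the filter. Contrasts of cgy-2-NIL minus DN47 were taken at each stage, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 and, for the lists the paper compares, an absolute log2 fold change above 2. The 4 interaction terms of genotype and stage were tested together, and an additive model of genotype and stage gave the difference across stages. Changes between neighbouring stages within DN47 were contrasts of the same model. For the 18 cupin genes, p-values were also adjusted over the list alone. Lists tested were those of Tables 3, 4, 7, and 8.

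Squared correlations of replicates, the principal components, and the average-linkage tree on 1 minus the Pearson correlation of the group means describe the libraries and carry no test. The tree used log2(RPKM + 1) of genes with a mean RPKM of at least 1.

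The genes named are those the paper names in its text, in Tables 3, 4, 7, and 8, and in Fig. 3, and those chosen by a rule. At each stage the rule took the 3 higher and 3 lower genes with the largest fitted log2 fold changes among those with an adjusted p under 0.05, a mean of at least 20 counts, and no overlap between the genotypes. It also took the 5 genes called at all stages with the smallest largest p, and the 5 with the smallest p in the interaction test and in the test across stages. The set of genes that splits replicate libraries was defined after its values were seen.

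The procedure was tested on simulated counts with known fold changes, drawn from the stage means, library totals, and dispersion trend of the real data, with genes changed 4-fold. It called 78 of 100 changed genes at 18 DAF, 146 of 200 at 55 DAF, 71 of 100 in the interaction test, and 97 of 100 across stages, among 40721 genes. It called 5, 5, 2, and 3 unchanged genes in these tests. The median absolute log2 fold change of the changed genes at 55 DAF was 1.98, against 2 in the simulation. Every simulated stage had the same dispersion trend, and at most 200 genes were changed. In the real data the common dispersion ran from 0.00386 at 18 DAF to 0.0424 at 50 DAF. The simulation therefore does not test how a spread shared by unequal stages affects the calls.

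Alternatives changed 1 choice at a time. They were the size factors of DESeq2, upper-quartile factors, and TMM without the cupin genes, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), the edgeR exact test, a fit to the 4 libraries of a stage, the replicate number as a block, filters on low counts, other thresholds, and fits without 55 DAF or without 1 library. For the tree they were other pseudocounts, distances, filters, and units. The paper's own package for the calls, DESeq, was not run. The difference across stages was also compared with 60 seeded splits of the libraries, fewer than the 100 planned, to keep the run time within its limit. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. A fit with a term for the 6 libraries in which the set that splits replicates was high was run once and left out after its counts were seen, since it groups libraries by a measured value. It called far fewer genes at 18 DAF, fewer at 50 and 55 DAF, and more at 25 and 35 DAF. Functional categories, pathways, and the qRT-PCR values were not analysed here.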

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

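The tests of a spread shared by all stages and of the chromosome 20 share, the correlation with the change from 35 to 50 DAF, and the fits without 1 library or without 55 DAF were set before the data were examined, and the other tests in this part were chosen after the result was seen.

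The difference between cgy-2-NIL and DN47 changed with the stage in 18141 of the 40721 genes tested, by a direct test of the interaction (edgeR, adjusted p under 0.05). The count ranged from 14594 to 20989 across the 20 fits that each left out 1 library. The many differences at 55 DAF contribute to it, since 6584 genes passed without that stage. The tables argue against several technical explanations for 55 DAF. The ratio of the mean library totals, cgy-2-NIL over DN47, was 1.14 at 55 DAF, within the range of 1.12 to 1.27 at the other stages. The share of counts outside the 18 cupin genes differed between the lines by a log2 ratio of only 0.106, far less than the threshold of 2. A fit on the 4 libraries of 55 DAF alone, which shares no spread with other stages, still gave 3530 genes with an absolute log2 fold change above 2.

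A line that matures at another pace stays open as a biological explanation. In the comparison planned for it, the difference at 55 DAF correlated only weakly across genes with the change from 35 to 50 DAF (r = 0.14). With the change from 50 to 55 DAF in DN47, measured in libraries that did not enter the difference, the correlation was 0.427 for replicate 1 and 0.377 for replicate 2. Genes are not independent replicates, so these values describe the libraries. As a hypothesis, seeds of cgy-2-NIL may have been further along in maturation than seeds of DN47 at 55 DAF. Differences in growth or in sampling between the lines would give the same pattern and were not tested.

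The sign of the difference changed with the stage for Novel00599 (edgeR interaction adjusted p = 4.45e-06), GLYMA11G25660 (adjusted p = 1.1e-06), and GLYMA01G31300 (adjusted p = 5.57e-07), all of Table 3. For GLYMA11G25660 the log2 fold change at 50 DAF ranged from -9.17 to -3.27 with 1 library left out, and it was negative in each of these fits. Reads shared with similar genes were not tested for these genes, and the stage stays open as a biological explanation.

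The β-subunit genes GLYMA20G28460 (edgeR interaction adjusted p = 0.00123) and GLYMA20G28640 (adjusted p = 4.51e-05) had lower counts in cgy-2-NIL at 25 and 55 DAF and higher counts at 35 and 50 DAF. The differences at 35 and 50 DAF did not pass the threshold on their own in the main fit, nor did that of GLYMA20G28460 at 25 DAF (log2 fold change -2.68, edgeR adjusted p = 0.0577, and from -3.43 to -1.28 with 1 library left out). A division of reads between these paralogs does not explain the change of sign, since their summed counts gave log2 ratios of -3.73 at 25 DAF and 0.40 at 35 DAF. The sum does not recover shared reads that the counting left out, so a loss of such reads was not tested. If other genes had taken counts from the storage protein genes at 25 DAF, the genes outside the cupin list would have fallen alike in CPM without scaling factors. Over the 4 pairs of libraries, the median log2 ratio of these genes was between 0.0161 and 0.174, and that of the cupin genes between -2.91 and -0.63, which argues against this explanation. The difference at 25 DAF correlated negatively across genes with the change from 25 to 35 DAF in DN47, in libraries not shared (r = -0.367 and -0.314). A candidate explanation for the lower counts at 25 DAF is therefore that cgy-2-NIL was behind DN47 in development at that stage. At 35 DAF, where these genes were not lower, the correlation with the same change was also negative (r = -0.395 and -0.242). With the change from 35 to 50 DAF it was -0.0372 and 0.0182. Whether a lag had ended by 35 DAF is open, and these values do not explain the change of sign. The lag is a hypothesis, found on the same data.

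GLYMA20G29500, outside the genes that the paper discusses, had no counts in any of the 10 cgy-2-NIL libraries. The DN47 libraries had 31 and 16 counts at 35 DAF (at least 9.93-fold lower in cgy-2-NIL), 5 and 17 at 50 DAF (at least 4.69-fold), and 19 and 16 at 55 DAF (at least 5.93-fold). The fitted log2 fold change over all stages was -8.29 (edgeR adjusted p = 0.000125), a value that depends on how counts of 0 are treated and is no bound. Its identifier lies on the chromosome of the α-subunit genes. Called genes were not clearly in excess on chromosome 20 as a whole. Of its tested genes, 5.23% were called at 3 or more stages, against 4.98% of all genes (Fisher's exact test p = 0.606). For 4 or more stages the shares were 1.13% and 0.754% (Fisher's exact test p = 0.0818). The excess that a donor segment would cause is not known, so these shares do not rule out a segment that covers the chromosome. Among the genes within 50 identifiers of the α-subunit genes, 8% were called at 3 or more stages, against 4.96% elsewhere (Fisher's exact test p = 0.163). The shares were 5.00% within 10 identifiers (Fisher's exact test p = 1.00), 2.00% within 25 (p = 0.519), and 7.50% within 100 (p = 0.102). With 100 genes, a short donor segment and its absence cannot be told apart. A deletion or a sequence variant of the gene in cgy-2-NIL was not tested.

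A set of 34 genes split the replicates of a group. It was defined after the values were seen, as the genes with a log2 ratio above 3 of replicate 2 to replicate 1, and at least 20 counts, both in cgy-2-NIL at 55 DAF and in DN47 at 50 DAF. The same rule gave 5 genes with replicate 1 higher in both groups, and 1 and 0 with opposite directions. The median log2 CPM of the set was between 3.21 and 3.55 in 6 libraries, both DN47 libraries of 18 DAF, both of 55 DAF, DN47 replicate 2 of 50 DAF, and cgy-2-NIL replicate 2 of 55 DAF. In the other 14 libraries it was between -3.17 and -1.19.

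The tables argue against a difference between the genotypes as the cause of this set, since its median was under 0 in 5 of the 10 DN47 libraries. Of these, replicate 1 of 50 DAF was low by the definition of the set, while those of 25 and 35 DAF did not enter the definition. A difference between stages is argued against by 3 cgy-2-NIL libraries of 18 and 55 DAF in which the median was under 0, where it was above 0 in DN47. Of these, replicate 1 of 55 DAF was low by the definition, while both libraries of 18 DAF did not enter it. Library size is argued against by the totals at 50 DAF in DN47, which were 18904023 with the set and 18492047 without it. Swapped genotype labels at 50 and 55 DAF are argued against by the counts of the α-subunit gene GLYMA20G28660. It had 1204 counts in DN47 replicate 2 of 50 DAF and 65 and 39 in the DN47 libraries of 55 DAF. In cgy-2-NIL replicate 2 of 55 DAF it had 0. At 18 DAF this gene had no counts in any library, so the labels of that stage cannot be checked by it. Of the set, 11 genes had an identifier beginning with GLYMA13G, 32.4% against 6.60% of the genes tested (Fisher's exact test p = 6.97e-06), and 10 of the 18 genes tested between GLYMA13G11840 and GLYMA13G12201 were in it. The identifiers of 20 others name other chromosomes, and 3 name none. If the identifiers give the right places, this argues against 1 stretch of the genome as the whole cause. Reads from another organism, and the state of the plants sampled, were not tested.

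The set bears on the genes lower in cgy-2-NIL at 18 DAF. Of its 34 genes, 33 had a log2 fold change under -2 at that stage, against 0.644% of the other genes, and the set held 15 of the 20 lowest log2 fold changes. The fit over all libraries called 3 of them at 18 DAF, and the edgeR exact test on the 4 libraries of the stage called 33. The set holds 5 of the 7 genes that Table 4 lists for 18 DAF. Novel01348, another of the 7, falls outside by its counts (0 and 15 in DN47 at 50 DAF) and had 0 and 20 in cgy-2-NIL at 55 DAF. As a hypothesis, the difference of these genes at 18 DAF may come from a state of the samples that also varied between replicates at 50 and 55 DAF.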

How the results depend on the processing

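Only the correlations with the change from 50 to 55 DAF were chosen after the values were seen, and the other alternatives were set in advance. The most differences at 55 DAF, the join of the genotypes of each stage in the tree, and the lower expression of both α-subunit genes from 25 to 55 DAF held under the alternatives run for them. Another normalization (size factors of DESeq2, upper quartile, or TMM without the cupin genes), and the absence of a filter on low counts, left every count of genes within 1.5 times of its value. Upper-quartile factors moved the median log2 fold change of all genes at 55 DAF from -0.02 to -0.13. The values below are those that moved or reversed, and the cause was not tested unless it is given.

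With at least 10 counts in every library fewer genes were tested, which lowers the counts by construction. The genes with an absolute log2 fold change above 2 numbered 43 at 18 DAF, 21 at 25 DAF, 52 at 35 DAF, 103 at 50 DAF, 1071 at 55 DAF, against 118, 268, 397, 722, 3944 for these stages. The changes between neighbouring stages of DN47 numbered 422, 236, 450 and 903, against 3024, 2554, 3584 and 4546. Of the cupin genes 5 were called at any stage (17 otherwise) with 7 calls over the stages (31 otherwise), and 0 of the entries of Table 4 were called (15 otherwise), since only GLYMA13G11961 among the genes of Table 4 has 10 counts in every library and it did not pass.

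When only the 4 libraries of a stage were fitted, the genes with an absolute log2 fold change above 2 numbered 218 at 18 DAF, 98 at 50 DAF, and those without a minimum 4741 at 18 DAF, 333 at 50 DAF, against 483 and 6695. The common dispersion was 0.00386 at 18 DAF, 0.0424 at 50 DAF, and 0.0162 over all libraries, so that a fit to all libraries takes a larger spread than that of 18 DAF and a smaller one than that of 50 DAF. The edgeR exact test on the same 4 libraries gave 254 genes at 18 DAF with the minimum, 4972 at 18 DAF, 5841 at 25 DAF, 2.1e3 (rounded) at 50 DAF without it, 94 at all 5 stages (27 otherwise), and 16 of the 17 genes of Table 3 at all stages (7 otherwise).

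The DESeq2 Wald test gave 967 genes at 18 DAF and 52 at all 5 stages. With limma-voom there were 1020 at 18 DAF, 4936 at 25 DAF, against 3286 at 25 DAF.

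An unadjusted p under 0.05 gave 293 at 18 DAF, 465 at 25 DAF, 757 at 35 DAF, 1239 at 50 DAF with the minimum, and 4124 at 18 DAF, 9383 at 25 DAF, 11939 at 35 DAF, 12454 at 50 DAF without it. It gave 238 genes at all 5 stages, 42.6% at 1 stage only (64.5% otherwise), 13 genes of Table 3 at all stages, and 12641 genes across stages. An adjusted p under 0.01 gave 51 at 18 DAF, 102 at 25 DAF, 193 at 35 DAF, 342 at 50 DAF with the minimum, and 179 at 18 DAF, 925 at 25 DAF, 2303 at 35 DAF, 2740 at 50 DAF without it. It gave 2 genes at all 5 stages, 81.7% at 1 stage only, 1 gene of Table 3 at all stages, 11275 interaction genes, and 1287 genes across stages. With an absolute log2 fold change above 1 the counts were 306 at 18 DAF, 1333 at 25 DAF, 1667 at 35 DAF, 2508 at 50 DAF, 10151 at 55 DAF, and 6871, 6513, 7734 and 10598 between neighbouring stages of DN47. These follow from the threshold by construction.

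Replicate numbers did not pair the libraries. The correlation across genes of the deviations of libraries with 1 number was -0.19 at 18 DAF, 0.15 at 25 DAF, -0.05 at 35 DAF, 0.00120 at 50 DAF, and 0.07 at 55 DAF, and the paper gives no shared batch or day. With the replicate number as a block, there were 62 genes at 18 DAF with the minimum and 321 without it, 1084 genes across stages (5517 otherwise), and 1605 changes from 25 to 35 DAF in DN47. The log2 fold change of GLYMA19G34780 at 35 DAF was -0.0495 with the block. Of the gene and stage results, 269 kept their call and direction with the block, with 6 newly past the threshold and 6 no longer past it.

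Without 55 DAF there were 6584 interaction genes (18141 otherwise) and 3132 genes across stages. Fits without 1 library at a time gave genes across stages that ranged from 3415 to 5855, and the count moved by over 1.5 times without DN47 replicate 1 (3415) or replicate 2 (3436) of 55 DAF. The interaction genes ranged from 14594 to 20989.

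The lowest squared correlation of replicates was 0.932 over genes with a mean RPKM of at least 1 and 0.908 for untransformed RPKM. Pairs of 18 with 25 DAF and of 35 with 50 DAF that join directly numbered 2 without a filter on RPKM, 2 with Euclidean distances and complete linkage, and 2 with only genes called at 1 or more stages, against 0. Scaled by the TMM factors, the highest RPKM of a cupin gene was 79292. The correlation of the difference at 55 DAF with the change from 35 to 50 DAF was 0.0693 when only DN47 gave the change, and 0.0177 with the change from 25 to 35 DAF. With the change from 50 to 55 DAF in DN47, chosen after seeing the data, it was 0.43 and 0.38.

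Signs reversed for 4 genes with log2 fold changes near 0. GLYMA10G39170 at 55 DAF was 0.0613 with the size factors of DESeq2 and 0.0613 with its Wald test. GLYMA19G34780 at 35 DAF was -0.0496 with limma-voom. GLYMA18G04500 was 0.00283 at 25 DAF and 0.00677 at 35 DAF with at least 10 counts in every library, and 0.00793 at 35 DAF with upper-quartile factors. GLYMA08G37240 at 18 DAF was -0.000813 with only the 4 libraries of the stage and -0.000794 with the exact test on them.

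Of the 282 results for single genes at a stage, the fit on the 4 libraries of the stage changed the most, with 27 newly past the threshold and 38 no longer past it. The other changes were 32 newly past the threshold and 4 no longer past it for the exact test, 17 newly past the threshold and 3 no longer past it for the DESeq2 Wald test, 13 newly past the threshold and 6 no longer past it for limma-voom, 7 no longer past it without the filter, 1 newly past the threshold and 2 no longer past it for the size factors of DESeq2, 1 newly past the threshold and 2 no longer past it for the upper quartile, and 2 newly past the threshold for at least 10 counts, where genes under this count gave no value. TMM without the cupin genes changed none of the 282. With 1 library left out, the sign changed for GLYMA02G16440 (35 DAF), GLYMA03G32020 (50 DAF), GLYMA03G32030 (50 DAF), GLYMA08G13440 (18 and 50 DAF), GLYMA08G37240 (18 DAF), GLYMA09G08221 (18 DAF), GLYMA10G39150 (35 and 50 DAF), GLYMA10G39161 (18 and 55 DAF), GLYMA10G39170 (18 and 55 DAF), GLYMA12G34420 (50 DAF), GLYMA13G18450 (50 DAF), GLYMA15G04710 (25 and 50 DAF), GLYMA18G04500 (25 and 35 DAF), GLYMA19G34770 (25 DAF), GLYMA19G34780 (25, 35 and 50 DAF), GLYMA20G28640 (18 and 35 DAF). A left-out library leaves 1 in its group, so no calls are given for these fits.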

Differences from the paper's values

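All comparisons in this part use values that the paper states or shows, and no alternative in it was chosen after the result was seen. DESeq, the package the paper used for its calls, was not among the alternatives. Whether it would close the gaps in called genes is therefore open.

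At 25 DAF, the genes with an absolute log2 fold change above 2 numbered 268, against the paper's 151. Of the alternatives set before the data were examined, the DESeq2 Wald test (201), the replicate block (207), and an adjusted p under 0.01 (102) came within 1.5 times of it, and the others did not. At 35 DAF there were 397 against the paper's 123, and at 50 DAF 722 against the paper's 158, and none of the alternatives set before the data were examined closed either gap. For 35 DAF the bars of Fig. 4, about 180 higher and about 46 lower, read by eye, sum to more than the paper's 123, and 193 genes at an adjusted p under 0.01, alone among these alternatives, lay within 1.5 times of that sum. The total in the paper's abstract is also larger than the sum of its printed stage counts. The printed 123 may therefore be a misprint, and the gap at 35 DAF smaller than it appears.

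For the genes higher in cgy-2-NIL at 25 DAF, Fig. 4 shows about 120, read by eye, against 193. The gap closed with upper-quartile factors (177), the DESeq2 Wald test (138), the replicate block (145), and an adjusted p under 0.01 (80), and not with the other alternatives set before the data were examined. For those lower at 25 DAF, Fig. 4 shows about 29, read by eye, against 75, and only an adjusted p under 0.01 (22) closed the gap. At 35 DAF it shows about 180 higher, read by eye, against 333, and only an adjusted p under 0.01 (158) closed it. At 50 DAF it shows about 69 higher, read by eye, against 388, which closed with at least 10 counts in every library (57) and with only the 4 libraries of the stage (50). It shows about 89 lower at 50 DAF, read by eye, against 334, and no alternative set before the data were examined closed this gap.

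Genes called at all 5 stages numbered 27, against the paper's 17. The gap closed with the size factors of DESeq2 (23), without the filter on low counts (25), with at least 10 counts in every library (25), with only the 4 libraries of the stage (19), and with the replicate block (22). The other alternatives set before the data were examined did not close it. Genes called at 18 DAF only numbered 78, against about 1000 in Fig. 6, read by eye, and the exact test on the 4 libraries of the stage (1379) closed the gap, as no other alternative set before the data were examined did. Those called at 50 DAF only numbered 1569, against about 120 in Fig. 6, read by eye, and no alternative set before the data were examined closed it.

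In Table 8, the paper's log2 fold change at 55 DAF is 0.0035 for GLYMA10G39170, against -0.0168. The size factors of DESeq2 and its Wald test gave the paper's sign, and the other alternatives that kept all libraries of the stage did not. With 1 library left out the value ranged from -0.245 to 0.180, so the sign is not settled. For GLYMA08G13440 the paper's value is -0.7581 against -1.87, and for GLYMA15G04710 it is -0.4931 against -0.81. None of the alternatives set before the data were examined closed these gaps. Both printed values match the relative change of the RPKM in Table 8, which is the difference of cgy-2-NIL from DN47 divided by DN47. They therefore seem to be in another unit than the log2 fold changes here.

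In Table 7, the paper's RPKM at 55 DAF for GLYMA01G43620 in cgy-2-NIL is 2.02, against 0.462 in the authors' RPKM table. For GLYMA03G27195 the paper gives 0.36 in cgy-2-NIL and 1.07 in DN47, against 1.78 and 0.232. For GLYMA03G02090 the paper gives 0.06 in cgy-2-NIL and 0.40 in DN47, against 4.61 and 0.611. These are levels read from the table, and no alternative set before the data were examined applies to them. Table 7 thus lists GLYMA01G43620 as higher and the other genes as lower in cgy-2-NIL, where the log2 fold changes were -1.47, 3.09, and 3.08.

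The paper states that genes lower in cgy-2-NIL outnumbered the higher ones at 50 DAF. Here 388 were higher and 334 lower, and the paper's order was reached with the DESeq2 Wald test, limma-voom, and an unadjusted p under 0.05. The paper places the clusters of 18 and 25 DAF, and those of 35 and 50 DAF, next to each other. Here 25 DAF joined 35 DAF and 50 DAF joined 55 DAF, and the paper's pairs were reached without a filter on RPKM, with Euclidean distances and complete linkage, and with only the genes called at 1 or more stages. The paper finds the greatest change between 25 and 55 DAF, where the distance from 55 DAF was larger for 18 DAF (0.636) than for 25 DAF (0.519) under every setting for the tree.

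Of the 17 genes that the paper calls at all stages, 10 missed the threshold at 18 DAF, and GLYMA12G01350 and GLYMA15G06160 also at 25 and 35 DAF. All of these were called with only the 4 libraries of the stage and with the exact test on them. At 18 DAF, GLYMA02G04840 was also called with the DESeq2 Wald test and with limma-voom, and GLYMA03G02370 with limma-voom. At 25 and 35 DAF, GLYMA12G01350 was also called with limma-voom. GLYMA15G06160 was called at 35 DAF with the DESeq2 Wald test, limma-voom, and the replicate block. Of the genes that Table 4 lists as lower at 18 DAF, GLYMA13G11840, GLYMA13G11895, GLYMA13G11961, GLYMA13G12033, and Novel00815 were not called, and all 5 were called with only the 4 libraries of the stage and with the exact test on them. The DESeq2 Wald test also called these genes, except GLYMA13G11840. The paper ranks GLYMA13G11840 as the most strongly lowered of all, where its log2 fold change ranked 4 from the lowest at 18 DAF. It ranks GLYMA20G28660 first at 50 DAF, where the rank was 8 among all genes tested, called or not. The first rank among all genes was reached with limma-voom. Among called genes with a mean of at least 20 counts and no overlap between the genotypes, GLYMA20G28660 was also the lowest in the main fit.

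The paper lists GLYMA06G41500 and GLYMA13G36120 as lower at 18 DAF, and neither passed the threshold here (log2 fold change -1.48, edgeR adjusted p = 0.10, and -1.28, adjusted p = 0.0706). GLYMA06G41500 was called with the DESeq2 Wald test, with only the 4 libraries of the stage, and with the exact test on them. GLYMA13G36120 was called with the DESeq2 Wald test, limma-voom, the exact test, at least 10 counts in every library, and the replicate block. The paper finds the fewest transcription factor genes at 50 DAF, where 18 genes of Table 7 were called, against 3 at 18 DAF. The fewest were at 50 DAF with only the 4 libraries of the stage and with the exact test on them. The paper describes the 6 genes of Fig. 3 as different at all stages, and none of them was called at all 5 stages here. The paper's text places Gy3 higher in cgy-2-NIL at 50 DAF, where its log2 fold change was -0.04, and in the authors' RPKM values the mean was 6783 in cgy-2-NIL and 6454 in DN47.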

Other observations

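The comparison with other splits was set in advance, and the other tests in this part were chosen after the result was seen.

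Over the stages together, 5517 genes differed between the genotypes (edgeR, additive model with stage, adjusted p under 0.05), 3114 higher and 2403 lower in cgy-2-NIL. The balance of directions depended on the setting, with 2758 higher and 2764 lower with upper-quartile factors and 1497 higher and 1635 lower without 55 DAF. Of 60 splits of the 20 libraries that kept 2 libraries of each stage in each group, 1 gave as many genes, the real split itself. The others gave at most 137 genes, with a median of 0.

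The 5 genes with the smallest p in this test included the α-subunit genes GLYMA20G28660 and GLYMA20G28650, and GLYMA02G41810 (-1.06, standard error 0.10, edgeR adjusted p = 4.38e-05), GLYMA16G07750 (-1.06, 0.10, adjusted p = 3.99e-05), and GLYMA09G08221 (1.09, 0.10, adjusted p = 3.99e-05). Among the genes called at all 5 stages, the 5 with the smallest p at their weakest stage were GLYMA11G15580, GLYMA11G25660, GLYMA16G07750, GLYMA20G29500, and GLYMA19G45030, the last with log2 fold changes of -1.65, -0.71, -0.86, -0.84, and -2.37 from 18 to 55 DAF (edgeR adjusted p = 0.0110 at 25 DAF, where it was largest).

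The genes with the smallest p in the interaction test were GLYMA08G37240 (3.80 at 55 DAF, standard error 0.13, edgeR interaction adjusted p = 2.9e-09), GLYMA10G25370 (-5.14 at 55 DAF, standard error 0.18, adjusted p = 1.31e-08), GLYMA18G49240 (-4.96 at 55 DAF, standard error 0.20, adjusted p = 6.84e-08), GLYMA01G04170 (-3.49 at 55 DAF, standard error 0.14, adjusted p = 8.7e-08), and GLYMA02G43790 (-2.56 at 55 DAF, standard error 0.11, adjusted p = 8.7e-08). The largest differences of all 5 were at 55 DAF.

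At 50 DAF the log2 fold changes of both replicates gave different pictures of development. The difference of replicate 2 correlated across genes with the change from 50 to 55 DAF in DN47 at 0.461, and that of replicate 1 at 0.07, in libraries not shared. Replicate 2 of cgy-2-NIL at 50 DAF may therefore have been further along in maturation than replicate 1, which would enlarge the spread at this stage. The 4 libraries of 50 DAF alone gave 98 genes with an absolute log2 fold change above 2. The hypothesis was found and tested on the same libraries, and the replicates do not tell a difference in sampling from one in growth.

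At 35 DAF the genotype difference correlated across genes with the change from 25 to 35 DAF in DN47 at -0.40 and -0.24 for replicates 1 and 2, and at 18 DAF it correlated with the change from 18 to 25 DAF at 0.06 and -0.02. No explanation was tested for these values.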
